# Transcriptome analysis during seed germination of elite Chinese bread wheat cultivar Jimai 20

**DOI:** 10.1186/1471-2229-14-20

**Published:** 2014-01-13

**Authors:** Yonglong Yu, Guangfang Guo, Dongwen Lv, Yingkao Hu, Jiarui Li, Xiaohui Li, Yueming Yan

**Keywords:** Bread wheat, Seed germination, Transcriptome, qRT-PCR

## Abstract

**Background:**

Wheat seed germination directly affects wheat yield and quality. Although transcriptome and proteome analyses during seed germination have been reported in some crop plant species, dynamic transcriptome characterization during wheat seed germination has not been conducted. We performed the first comprehensive dynamic transcriptome analysis during different seed germination stages of elite Chinese bread wheat cultivar Jimai 20 using the Affymetrix Wheat Genome Array.

**Results:**

A total of 61,703 probe sets representing 51,411 transcripts were identified during the five seed germination stages of Jimai 20, of which 2,825 differential expression probe sets corresponding to 2,646 transcripts with different functions were declared by ANOVA and a randomized variance model. The seed germination process included a rapid initial uptake phase (0–12 hours after imbibition [HAI]), a plateau phase (12–24 HAI), and a further water uptake phase (24–48 HAI), corresponding to switches from the degradation of small-molecule sucrose to the metabolism of three major nutrients and to photosynthesis. Hierarchical cluster and MapMan analyses revealed changes in several significant metabolism pathways during seed germination as well as related functional groups. The signal pathway networks constructed with KEGG showed three important genes encoding the phosphofructokinase family protein, with fructose-1, 6-bisphosphatase, and UTP-glucose-1-phosphate uridylyltransferase located at the center, indicating their pivotal roles in the glycolytic pathway, gluconeogenesis, and glycogenesis, respectively. Several significant pathways were selected to establish a metabolic pathway network according to their degree value, which allowed us to find the pathways vital to seed germination. Furthermore, 51 genes involved in transport, signaling pathway, development, lipid metabolism, defense response, nitrogen metabolism, and transcription regulation were analyzed by gene co-expression network with a k-core algorithm to determine which play pivotal roles in germination. Twenty-three meaningful genes were found, and quantitative RT-PCR analysis validated the expression patterns of 12 significant genes.

**Conclusions:**

Wheat seed germination comprises three distinct phases and includes complicated regulation networks involving a large number of genes. These genes belong to many functional groups, and their co-regulations guarantee regular germination. Our results provide new insight into metabolic changes during seed germination and interactions between some significant genes.

## Background

Wheat (*Triticum aestivum* L., 2n = 6x = 42, AABBDD), an allohexaploid species, is one of the most important and widely cultivated crops in the world. Wheat has extensive agronomic adaptability and can be cultivated from 67° N in Scandinavia and Russia to 45° S in Argentina, including the tropics and subtropics [1,2]. The crop is used largely for human food and livestock feed.

The chemical components of wheat seed include protein, carbohydrate, lipid, nucleic acid, pigment, vitamin, enzymes, and inorganic materials. Mature wheat seeds consist mainly of starch (up to 70%) and proteins (12–15%). Carbohydrates exist mainly in the form of starch, which accounts for 55–70% of the whole seed weight and is activated to provide energy when the seeds germinate. Seed proteins include albumins, globulins, gliadins, and glutenins [3,4], of which gliadins and glutenins are the main storage proteins that determine the viscoelasticity of dough [5]. Their mobilization also provides energy and other intermediate products during seed germination. Albumins and globulins are important in human nutrition because they are abundant in essential amino acids such as lysine, tryptophan, and methionine [5].

Seed germination commences with imbibition, the uptake of water by the quiescent dry seed, and terminates with the elongation of the embryonic axis [6]. Subsequent reserve mobilizations are associated with seedling growth. The seed undergoes a three-phase process of physiological and morphological changes. The first phase (phase I) is a rapid initial uptake, in which seeds begin to expand and the seed coat becomes softer. Meanwhile, the physical state of storage materials such as starch, proteins, and lipids change gradually. Then the germinated seed enters a plateau phase (phase II) and water uptake increases (phase III). The third phase occurs as the embryonic axes elongate after germination is complete [7]. Respiration and energy production play key roles in whole seed germination. In the beginning, the energy for seed germination is mainly provided by anaerobic respiration, then respiratory activity increases as oxygen uptake and carbon dioxide release accelerate during imbibition. Oxygen uptake is associated with oxidation phosphorylation through cytochrome oxidase [8].

Because seed germination is highly related to seedling survival rate and subsequent vegetative growth, it directly affects wheat yield and quality. Initial primary studies on seed germination focused mainly on aspects of seed physiology and biochemistry [6,7,9,10] and allowed us to have a basic understanding of the seed germination process. In recent years, proteome and transcriptome approaches have been used to study the biochemical mechanisms of plant seed germination. Considerable proteomics work has been performed on the studies of seed germination in many plants, such as *Arabidopsis*[11], cress [12], sugar beet [13], *Medicago truncatula*[14], barley [15], maize [16] and rice [17]; however, the number of proteins detected by the proteome approach is limited and therefore does not allow a complete genome-wide comparison. Dry mature seeds contain a large number of mRNA species. Cotton was the first plant found to store RNA in a mature dry seed [18]; after the 1990s, stored RNA was found to be universal in the mature dry seeds of plant species [19-21]. Stored mRNA in seeds reflects gene expression patterns during seed germination [22]. Affymetrix arrays can provide a comprehensive description and real-time changes at the whole-transcriptome level during seed germination and have been used to investigate the biological processes of seed germination in many plants such as Arabidopsis [22], barley [23,24], rice [25] and maize [26]. Wheat grain development has been studied mostly by transcriptome approaches [27-29]. Investigations into wheat seed germination at the transcriptional level have remained limited to a particular germination stage [30]; comprehensive dynamic transcriptome characterization during wheat seed germination has not been done.

Modern allohexaploid wheat with A, B, and D genomes have a huge and complex genome (up to 17,000 Mb). Wheat genome sequencing has made recent progress [31]. Genome projects on A^u^ genome in *Triticum urartu* and D^t^ genome in *Aegilops tauschii*, the progenitors of A and B genomes in hexaploid wheat, respectively, have been completed [32,33] and have facilitated further proteome and transcriptome studies on wheat seed germination. In this study, we used Jimai 20, an elite Chinese bread wheat cultivar with high yield, wide adaptability, and superior quality [34], to perform the first dynamic transcritpome microarray analysis during five germination stages using the GeneChip® Wheat Genome Array (Affymetrix, Santa Clara, CA). Our results provide new insights into the molecular mechanisms of wheat seed germination.

## Results

### Morphology and SEM observation during seed germination progress

Upon imbibition, wheat seed inflated gradually, but embryo appearance was relatively unchanged in the first 12 hours after imbibition (HAI), as shown in Figure 1A. At 24 HAI, the structures surrounding the embryo were penetrated by the radical, and both radical and bud emerged at 36 HAI. The plumule become slightly green and radicals elongated at 48 HAI.

**Figure 1:**
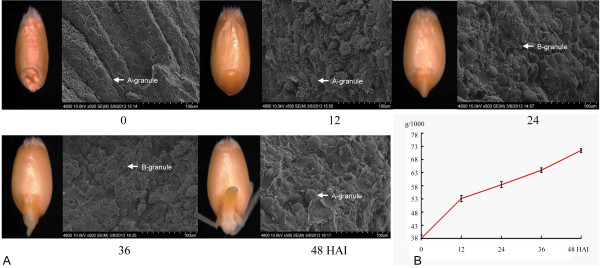
**Five phases of grain germination used for transcriptome analysis. A**, Grain appearance and the structural changes of wheat endosperm based on SEM. A- and B-granules are indicated. **B**, Changes in 1,000-seed weight during the germination process.

During the germination process, seed weight increased with imbibition (Figure 1B). Water uptake is rapid in the early germination stage; consequently, seed weight increased rapidly at 12 HAI and continued to increase steadily from 24 to 48 HAI. Abundant early imbibition establishes a basis for the mobilization of water-soluble metabolites, which provide the continuous energy for the seed germination and subsequent seedling growth.

Wheat endosperm contains three kinds of starch granules before imbibition: A-type (diameter more than 10 μm), B-type (5–10 μm) and C-type (less than 5 μm). These starch granules provide important energy supplies for seed germination. Scanning electronic microscope (SEM) observation of endosperm demonstrated that the diameter of A-type starch granules increased along with seed imbibition (Figure 1A and Additional file 1: Figure S1). Endosperm space become sparse after water uptake, and almost all starch granules inflated, indicating that storage starch gradually degraded to provide energy for germination.

### Transcriptome expression profile and functional categories during seed germination

To investigate transcriptome expression profiles during seed germination, we performed a gene chip analysis with GeneChip® Wheat Genome Arrays, which contain 61,127 probe sets representing 55,052 transcripts [35]. 

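RNA from seeds of the bread wheat cultivar Jimai 20 was hybridized to 15 arrays, with 3 biological replicates for each of 5 stages, which were the dry seed at 0 HAI and the imbibed seed at 12, 24, 36 and 48 HAI. The table of values held 61290 probe sets, of which 111 controls of the manufacturer were set aside and 61179 were tested. The values were the intensities deposited by the authors, MAS 5.0 signals on a linear scale that the authors had scaled so that each array had nearly the same trimmed mean. From these values, log2 was taken after 16 was added, the 5 stages were fitted as groups in limma 3.58.1 with moderated variances, and probe sets were called at a Benjamini-Hochberg adjusted p under 0.05. A moderated F-test covered all stages, and separate contrasts compared 12 with 0 HAI, 24 with 12 HAI, 36 with 24 HAI, 48 with 36 HAI and 48 with 0 HAI. Fold values were taken from the log2 changes, so for dim probe sets they are smaller than the ratio of the intensities. Gene lists were tested against all other probe sets with limma's camera at a preset correlation of 0.01 between members. The number of arrays limits the precision, and the median probe set had a residual SD of 0.449 in log2. The median intensity of an array was 94.5 ± 5.69 (SD, n = 3) at 0 HAI and 70.3 ± 2.66 at 12 HAI, and 30.5% and 35.9% of the probe sets lay below 32. The ratio of the 3' to the 5' control probe set of glucose-6-phosphate dehydrogenase, which rises as RNA degrades, moved with the stage from 9.53 ± 1.31 at 0 HAI to 16.1 ± 0.627 at 24 HAI and 28.6 ± 7.38 at 48 HAI. The ratio of ubiquitin rose as well, from 0.502 at 0 HAI to 0.762 at 48 HAI. That of sucrose synthase did not, with means of 110 at 0 HAI and 80.1 at 48 HAI. Those of glyceraldehyde-3-phosphate dehydrogenase and actin had lower means at 24 HAI than at 0 HAI and higher ones at 48 HAI.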

In our experiment, a total of 61,703 probe sets (the sum of 61,115 actual probe sets and the other 588 repeated probe sets) representing 51,411 transcripts were identified (Additional file 2: Table S1). The 61,703 probe sets can be classified into 35 BINs; among 19,782 probe sets with different functions, 34 BINs were classified with automatic annotations of metabolic pathways and large enzyme families. Another 41,921 probe sets were classified as unknown or not assigned (Additional file 2: Table S2). The probe sets related to protein, RNA, enzyme families, signaling and transporters were a large proportion of those identified with functions, indicating their significant roles during seed germination.

Genome-wide transcriptional profiling demonstrated that extensive gene expression occurred during germination. A total of 2,825 probe sets corresponding to 2,646 transcripts were declared differentially expressed during five seed germination phases (Additional file 2: Table S3). 

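The linker histone gene LOC606310, whose product binds the DNA between nucleosomes, had an intensity of 16.2 ± 12.5 (SD, n = 3) in the dry seed and 15691 ± 693 at 48 HAI (at least 490-fold higher, log2 change 9.00, standard error 0.24, adjusted p = 4.28e-11). The gliadin gene LOC543212, which encodes a storage protein of the endosperm, fell at least 154-fold from 5072 ± 1352 to 8.10 ± 7.02 over the same 48 h (log2 change -7.72, standard error 0.29, adjusted p = 5.47e-10). LOC543085 encodes a non-symbiotic hemoglobin, a protein that binds oxygen in tissue short of it. It rose 23.1-fold from 570.2 ± 101 to 13406 ± 312 by 12 HAI (log2 change 4.53, standard error 0.13, adjusted p = 5.98e-10) and was back at 2434 ± 86.0 by 24 HAI. Of the 61179 probe sets, 29165 (47.7%) differed between the 5 stages in the F-test. The highest and the lowest stage mean lay at least 2-fold apart, with 16 added, for 24200 of these and at least 4-fold apart for 10924. Without the adjustment for many tests, 32650 probe sets passed.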

When successive time points were compared, the number of up- or downregulated genes between two successive time points was obtained (Figure 2). Results showed that 2,286 genes were upregulated, whereas 2,461 genes were downregulated during the seed germination process.

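At 12 HAI, CA651217, for a calcium-binding EF hand protein, had risen 7.49-fold to 430.1 ± 39.0 (SD, n = 3) (log2 change 2.90, standard error 0.21, adjusted p = 9.8e-07), while BJ294874, for a flavoprotein of quinone reduction, had fallen 47.7-fold from 5345 ± 184 to 110.3 ± 66.0 (log2 change -5.58, standard error 0.47, adjusted p = 3.6e-06). Between 12 and 24 HAI the core histone genes LOC732714 (H2A-9) and LOC543184 (wcH2B-8), whose products package new DNA, rose 81.1-fold (log2 change 6.34, standard error 0.48, adjusted p = 6.41e-07) and 62.1-fold (log2 change 5.96, standard error 0.13, adjusted p = 7.18e-11). LOC543388, which encodes the malate transporter ALMT1 of root tips, rose 3.84-fold between 24 and 36 HAI (log2 change 1.94, standard error 0.15, adjusted p = 1.16e-05). LOC542984, for the lactoylglutathione lyase that detoxifies methylglyoxal, rose at least 4.17-fold between 36 and 48 HAI (log2 change 1.98, standard error 0.25, adjusted p = 0.000476). From 0 to 12 HAI, 6191 probe sets were higher and 7807 were lower. The counts were 8113 higher and 9063 lower from 12 to 24 HAI, 1472 and 1832 from 24 to 36 HAI, and 3264 and 3230 from 36 to 48 HAI. At least 1 of these steps called 15032 probe sets higher and 17645 lower. At 48 HAI, 10403 probe sets were higher than in the dry seed and 14583 were lower. The balance of higher and lower probe sets depended on the scaling of the arrays. The median log2 change of all probe sets from 0 to 12 HAI was -0.23, and it was 0.13 with the array medians set equal, 0.22 with the arrays scaled to their hybridization controls and 0.81 with the arrays scaled to their poly-A controls. Under these scalings the balance at 12 HAI turned to 9691 higher and 2903 lower, 11349 and 1428, and 26595 and 400, and at 48 HAI against the dry seed to 13444 and 8517, 14810 and 5241, and 24414 and 2249. Scaling to poly-A controls also gave 13173 higher and 696 lower from 24 to 36 HAI and 424 and 20155 from 36 to 48 HAI, where scaling to hybridization controls gave 436 and 3383. Leaving out 1 array lowered the count of higher probe sets to as few as 913 from 24 to 36 HAI and 2024 from 36 to 48 HAI, and that of lower probe sets from 24 to 36 HAI to as few as 1151.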

**Figure 2:**
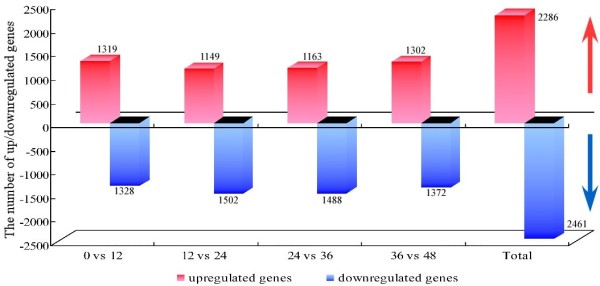
**The number of up/downregulated genes during five seed germination stages.** Each group consists of a red column (the number of upregulated genes) and blue column (the number of downregulated genes). The numeral over the column is the number of up/downregulated genes. The former four groups are the number of genes between successive time points, and the last group is the total number of genes during the seed germination process.

Further analysis of 2,646 transcripts demonstrated that 22 expression profiles were highly significant, and these profiles were classified into four groups. As shown in Figure 3, the upregulated genes in group I and downregulated genes in group II accounted for 87.7% of the total differentially expressed genes. 

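The beta-tubulin gene LOC543257 (tubb1), whose product forms the microtubules of dividing and elongating cells, followed a rising profile of group I, from 943 ± 61.5 (SD, n = 3) at 0 HAI through 5674 ± 169.8 at 12 HAI to 18256 ± 449 at 24 HAI. The class II small heat shock protein gene LOC543421, for a chaperone stored in dry seeds, followed a falling profile of group II from 25748 ± 449 to 905 ± 90.8 over the same stages. GAPN, for a glyceraldehyde-3-phosphate dehydrogenase that forms NADPH, followed group III with a peak of 3385 ± 145 at 12 HAI between 345 ± 47.1 and 600.4 ± 117. The glucan endo-1,3-beta-glucosidase gene LOC543330, for an enzyme that cuts wall glucans, followed group IV with 879 ± 7.49 at 0 HAI, 151 ± 77.0 at 12 HAI and 2640.02 ± 133 at 36 HAI. Each of the 29165 probe sets that differed was given the profile, of 80, with which its 5 stage means correlated best. Group I held 23.4% (jackknife standard error 0.865) and group II 24.6% (1.62), so that both held 48.0% (1.72). Group III held 4.82% (0.356) and group IV 1.90% (0.294). Groups I and II held 33.8% and 17.0% with the array medians set equal, 49.8% and 8.81% with the arrays scaled to their hybridization controls and 55.1% and 1.43% with the arrays scaled to their poly-A controls. Group IV held 0.962%, 0.602% and 0.120% under these scalings, and group III 7.47% with equal medians. Among the 2825 probe sets with the smallest p, as many as the paper declares, groups I and II held 82.2%, and among the 10924 that passed the F-test with at least a 4-fold range they held 63.1%.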

Genes in group III displayed upregulated expression between 0 and 12 HAI but were downregulated sharply during the late germination progress. The genes in group IV were initially downregulated, then upregulated gradually after 12 HAI. Among 22 expression profiles, the two most significant patterns (profiles No. 2 and No. 76) according to their *P*-values had the largest number of differentially expressed genes, including 239 and 245 genes, respectively (Figure 3).

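LOC543473 (tubb3), another beta-tubulin gene, belonged to profile 76 (up, up, flat, flat), with 4219 ± 37.0 (SD, n = 3) at 0 HAI, 10125 ± 74.7 at 12 HAI and 19819.6 ± 430.3 at 24 HAI. CD921955, for a protein with a heavy metal-associated domain, belonged to profile 2 (down, down, down, flat), with 35469 ± 3244 at 0 HAI, 8808 ± 313 at 12 HAI, 759.7 ± 21.7 at 24 HAI and 324 ± 34.0 at 36 HAI. The most filled profile was 49 (flat, up, flat, flat), to which LOC543326 (GA20ox1b), for an enzyme of gibberellin synthesis, belonged with 10.5 ± 5.05 at 0 HAI and 145 ± 41.9 at 24 HAI. CD917325, for an inositol trisphosphate kinase, belonged to profile 32 (flat, down, flat, flat), with 1406 ± 202 at 0 HAI and 164 ± 42.7 at 24 HAI. Profile 49 held 2426 probe sets, against 443 over all 120 orders of the stages, and profile 32 held 1918 against 463. Profile 76 held 1064 against 121, and profile 2 held 998 against 57.3. With the array medians set equal the counts were 1877 in profile 76 and 602 in profile 2, with the arrays scaled to their hybridization controls 2890 and 222, and with the arrays scaled to their poly-A controls 2408 and 11. In all, 34 of the 80 profiles held more probe sets than these orders gave (binomial test, adjusted over the profiles) and took up 71.4% of the probe sets. Among the 2825 with the smallest p, 22 profiles passed, with 334 probe sets in profile 2 and 263 in profile 76.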

**Figure 3:**
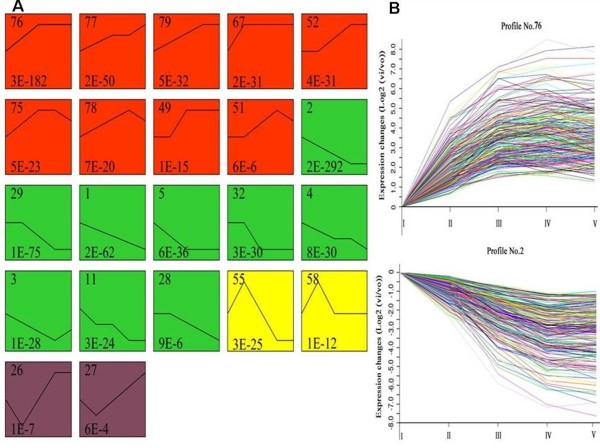
**The main expression patterns of 2,646 transcripts analyzed by model profile and the two significant patterns (profile No. 2 and No. 76). A**, Each box represents a model expression profile. The upper number in the profile box is the model profile number, and the lower one is the *p*-value used to summarize the different gene expression patterns. In total, 22 expression patterns of genes showed significant *p*-values (*p* < 0.05). The same color represents the same group. The model profiles marked with red (group I) represent the upregulated expression patterns, whereas the green profile boxes (group II) represent the downregulated expression patterns. Profile No. 55 and 58 (group III) belong to the pattern that was upregulated first then downregulated, whereas the remaining profile boxes (group IV) belong to the opposite pattern with group III. **B**, Profile No. 2 increased in expression and profile No. 76 decreased in expression during seed germination. The horizontal axis represents the germination phase, and the vertical axis shows the time series of gene expression levels for the gene after Log2 normalized transformation.

Hierarchical cluster analysis (HCA) was used to reveal the coordinate changes in some important gene functional categories that were activated during each phase of seed germination (Figure 4). 

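Between 12 and 24 HAI, LOC543067 (PEAMT1), for the methyltransferase that leads to choline and membrane lipids, rose 30.6-fold from 139.8 ± 7.38 (SD, n = 3) to 4745 ± 225 (log2 change 4.93, standard error 0.13, adjusted p = 2.47e-10). CD917325, for a kinase of inositol phosphate metabolism, fell by 2.68 in log2 over the same interval (standard error 0.20, adjusted p = 6.16e-07). Over the probe sets that differed between the stages, the median size of the log2 change was 0.784 from 12 to 24 HAI, 0.594 from 0 to 12 HAI, 0.291 from 24 to 36 HAI and 0.381 from 36 to 48 HAI. The step from 12 to 24 HAI was the largest except when the arrays were scaled to their poly-A controls, where the step from 0 to 12 HAI had a median of 1.30. Average linkage on the correlation of the centred stage means (r) joined 0 with 12 HAI (r = 0.513) and 24 with 36 HAI (r = 0.648), and 48 HAI was then added to the latter pair. With all probe sets, or without any 1 of the 3 arrays of 24 HAI, 36 HAI was joined with 48 HAI before 24 HAI was added. The 15 arrays fell into 5 clusters that matched the stages, and the first split parted 0 and 12 HAI from 24, 36 and 48 HAI.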

Three distinct phases corresponding to two clear switch points at 12 and 24 HAI could be divided according to cluster. The first phase with rapid initial uptake was 0–12 HAI, when genes involved in small-molecule sucrose degradation were activated. 

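The fructan exohydrolase gene LOC780575 (6-FEH), whose enzyme frees fructose from stored fructan, rose 17.7-fold from 65.6 ± 3.10 (SD, n = 3) at 0 HAI to 1429 ± 33.7 at 12 HAI (log2 change 4.15, standard error 0.11, adjusted p = 3.68e-10). LOC543441 (1-FEH), another fructan exohydrolase gene, rose from 601 ± 72.5 to 1336 ± 69.8 (log2 change 1.14, standard error 0.13, adjusted p = 3.88e-05). The invertase gene LOC543415 (IVR1), for an enzyme that splits sucrose, was dim at 30.0 ± 30.7 and 7.18 ± 2.55 and did not pass (log2 change -0.79, adjusted p = 0.148). This list of 3 fructan and sucrose hydrolases, chosen from the wheat gene names of the array, had 2 members higher, 0 lower and 1 not passed at 12 HAI, with the same counts when adjusted over the list alone. As a set it rose (median log2 change 1.14, camera adjusted p = 0.00709), but not with the correlation between members estimated (adjusted p = 0.051). From the order in which such groups were activated, the paper concludes that sucrose breakdown gave way to the use of the stored reserves and then to photosynthesis.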

The second phase was from 12–24 HAI, when metabolism genes related to three major nutriments (carbohydrates, proteins and lipids) and cell wall metabolism began to be activated. From 24 to 36 HAI, seed germination entered the third phase, a distinct transition stage in which the metabolic genes were continuously and abundantly expressed. At the end of germination (48 HAI), genes related to photosynthesis were activated and the embryonic axis clearly elongated. Thus, the seed germination process underwent two main switches, from the degradation of small-molecule sucrose to the metabolism of three major nutriments and then to photosynthesis. Consequently, energy reserve decreased throughout the germination process, especially at 24 and 36 HAI.

**Figure 4:**
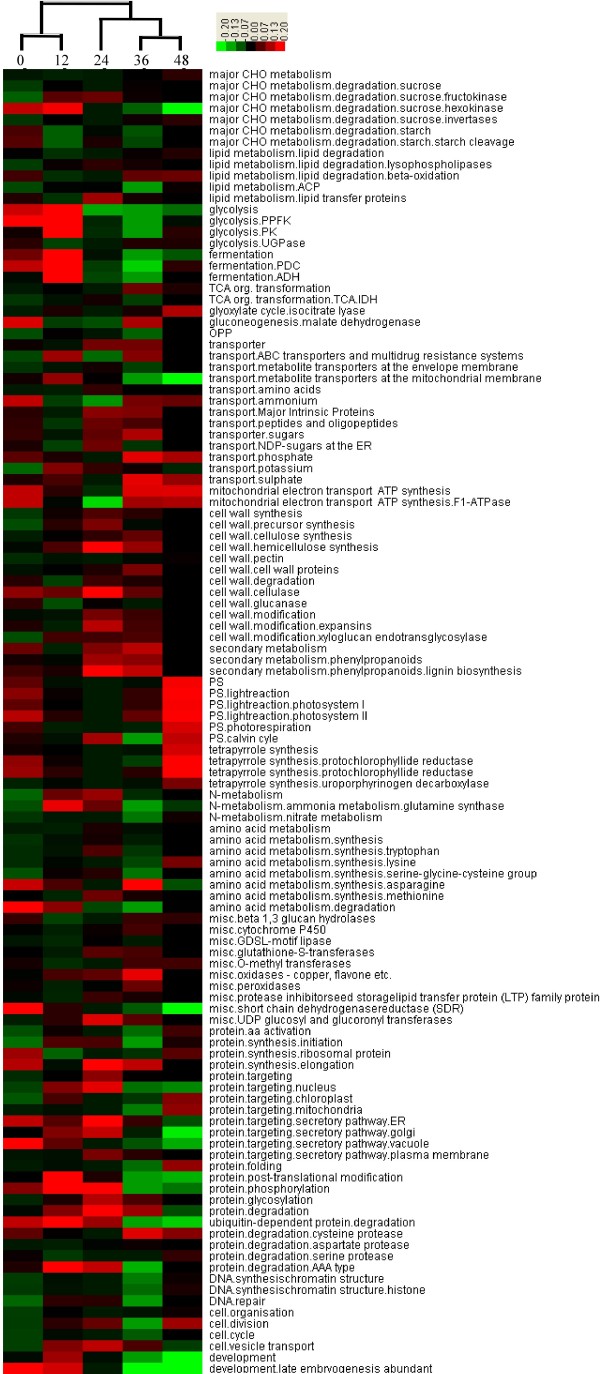
**Hierarchical cluster analysis (HCA) revealed the coordinated changes of important gene functional categories activated during seed germination phases (0/12/24/36/48 HAI).** The color scale is: red, high expression; black, moderate expression; green, low expression.

### Energy provision from reserve mobilization

MapMan has been shown to be an effective tool to map transcriptome data, define functional categories, and perform time course analyses for identifying significantly overrepresented functional groups and has been applied to transcriptome analysis in Arabidopsis, barley and rice [24,25,36]. In this study, important gene functional groups activated in different seed germination stages were analyzed by MapMan, and the results are shown in Figure 5 and Additional file 2: Table S2.

**Figure 5:**
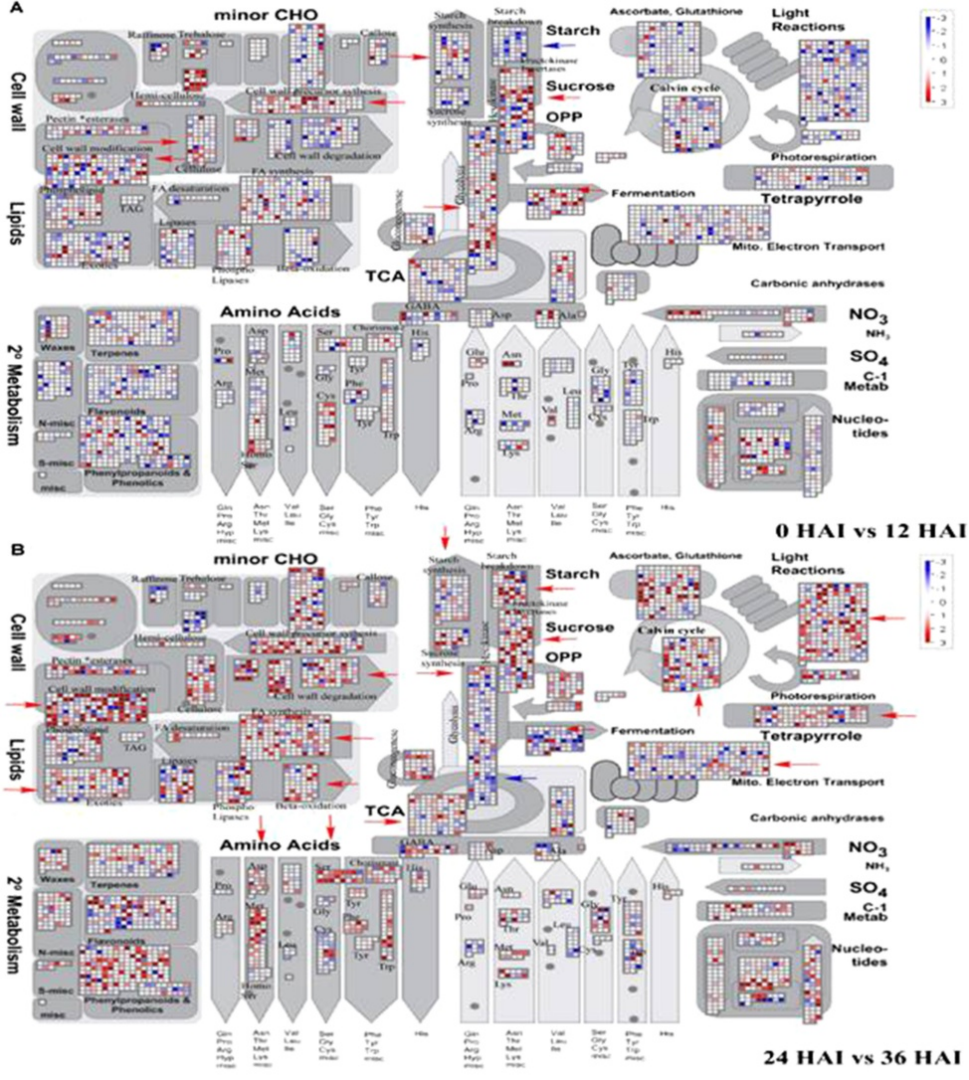
**MapMan metabolism overview maps showing differences in transcript levels (0 versus 12 and 24 versus 36 HAI) during seed germination. A**, 0 vs. 12 HAI. **B**, 24 vs. 36 HAI. Log2 ratios for average transcript abundance were based on three replicates of Affymetrix GeneChip® Wheat Genome Array. The resulting file was loaded into the MapMan Image Annotator module to generate the metabolism overview map. On the logarithmic color scale, blue represents downregulated transcripts, and red represents upregulated transcripts.

Reserve accumulation in the endosperm is initiated in early seed development then ends until the seed matures. During maturation, wheat seeds accumulate reserve materials, including starch, sucrose, lipids, and storage proteins. Metabolic activities within the seed are drastically downregulated during dormancy then reactivated during imbibition, germination, and seedling growth. When seeds began to imbibe water, dormancy is broken and the quiescent embryo is able to germinate. In addition to the mobilization of reserves, an important stage for shoot apical meristem (SAM) and root apical meristem (RAM) development occurs during seed germination. 

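CK202188, a homolog of the receptor kinase gene CLAVATA1 that limits the size of the shoot meristem, rose from 235 ± 2.46 (SD, n = 3) at 12 HAI to 705 ± 132 at 24 HAI (log2 change 1.51, standard error 0.14, adjusted p = 3.6e-06). BJ272365, a homolog of WUSCHEL, the gene that keeps stem cells in the meristem, changed less, from 1333 ± 51.7 to 1763 ± 62.0 (log2 change 0.40, standard error 0.11, adjusted p = 0.017). Its rise did not pass without replicate 2 of 12 HAI or replicate 2 of 24 HAI. CD869453, related to SHOOT MERISTEMLESS, which keeps shoot meristem cells undifferentiated, rose from 172 ± 10.7 to 662 ± 46.6 (log2 change 1.85, standard error 0.16, adjusted p = 2.05e-06). CK201893, related to ROOT MERISTEMLESS1, whose enzyme makes the glutathione that root cells need to divide, was at 4571 ± 435 at 12 HAI and 4032 ± 286 at 24 HAI and did not pass between them (log2 change -0.18, standard error 0.12, adjusted p = 0.322). These 4 genes were matched to probe sets through the stage values of Table 1, so their levels are not independent of that table.

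**Figure D1:**
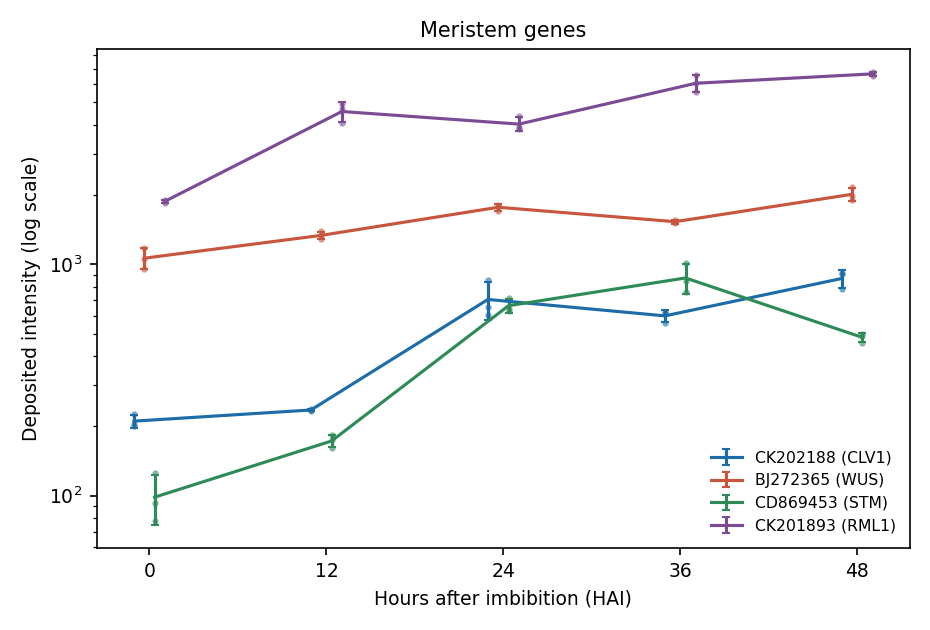
Intensities of 4 meristem genes on a log axis against hours after imbibition, with arrays as points, stage means joined by lines and SD as bars, whose lower end is kept above 0. CK202188 steps up from 235 at 12 HAI to 705 at 24 HAI.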

Several development-related genes were found to be significantly upregulated at 24 HAI, such as CK202188 and BJ272365 related to the WUSCHEL-CLAVATA pathway and CD869453 and CK201893 related to SAM and RAM (Table 1). In addition, some meristem-related genes encoding signaling receptor kinases, such as BJ266952 and BJ307684, also showed upregulated expression patterns during seed germination.

**Table 1:** The functional annotation and expression values of some important genes

**Genes**	**Gene functional annotation**	**Expression values**				
		**0 HAI**	**12HAI**	**24 HAI**	**36 HAI**	**48 HAI**
CK202188	Signaling (CLV1)	169.4	233.8	739.1	642.5	920.4
BJ272365	Development (WUS)	855	1327.5	1869.6	1641.7	2129
CK201893	Redox (RML1)	1197.5	3513.7	4029.8	6636.6	7191.3
CD869453	RNA (STM)	78.1	171.6	701.5	931.5	512.9
CD866884	PPFK	2402.5	16708	4057.1	3532	4693.6
BJ252827	PK	874.9	12434.8	2758.3	2533.1	2731.5
CK207050	PK	817.4	12462.8	3732.2	3005.6	2940.7
CD491538	UGPase	95.6	65.1	340.7	416.1	464.5
CD868238	ADH	46.5	18628.9	7036.5	6872.1	11337.4
CD934753	PDC	26377	29397.3	24081.2	21766.5	22919.1
CA719001	AMY1/ATAMY1	216.9	107.8	11673.8	17917.4	15255.9
AL820663	AMY1/ATAMY1	436.2	187.7	16939.6	22679.4	16296.5
BF293263	AMY1/ATAMY1	90.1	19.8	4794.2	10521.7	3553.7
CD490513	Embryonic abundant protein 1	8096.9	3918.1	411.2	11	15
CD452864	CAX3 (cation exchanger 3)	3725.7	3014.4	1492.8	1087.4	1101.8
CK208119	CYP78A8 (cytochrome P450, family78, subfamilyA, polypeptide 8)	1162.8	600.6	242.6	173.6	154.8
CK216168	Ethylene forming enzyme	131.1	1223.2	2211.7	3156.8	2767.1
BJ291458	UBQ3 (Polyubiquitin 3)	1894.2	698.1	261.5	124.8	141.7
BJ282439	Ubiquitin E3	2361.7	2223.4	1081.8	906.4	767.7
CD453856	Chaperonin; folding	560.8	1558.8	3795.8	3980.4	3377.9
CD373830	Zinc transporter	1018.6	1032.4	627.1	505.7	450.9
CA649522	Posttranslational modification	1288.8	2373.7	5361.1	7029.1	5254.5
M26672.1	Susy (sucrose synthase)	53.8	74.1	131.5	120.4	169.8

According to gene expression data, mobilization of deposited starch, sucrose, and storage proteins begins early in seed germination (Figure 5A and Additional file 3: Figure S2A). For example, glycolysis was activated at the beginning of imbibition along with the mobilization of accumulated sucrose (Figures 4 and 5). In this process, genes encoding related key enzymes such as sucrose synthase (SUSY), hexokinase, phosphofructokinase (PPFK), and pyruvate kinase (PK), which promote glycolysis, all displayed upregulated expression (Figures 4 and 5A). For instance, from 0 to 12 HAI, as the key genes in glycolysis, the gene CD866884 encoding PPFK had 7-fold upregulation, whereas BJ252827 and CK207050 encoding PK displayed 14- and 15-fold upregulation, respectively (Table 1); however, the gene (CD491538) encoding UDP-glucose pyrophosphorylase (UGPase), the key enzyme for starch synthesis, was downregulated in glycolysis (Table 1 and Figure 4). 

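Sucrose synthase, which cleaves sucrose into fructose and UDP-glucose, is measured by 3 control probe sets of the array along the same transcript. The 3' probe set rose from 1186 ± 33.4 (SD, n = 3) at 0 HAI to 14839 ± 770.2 at 12 HAI (log2 change 3.63, standard error 0.11, adjusted p = 6.38e-10), the middle one from 139 ± 37.3 to 1861 ± 137 (log2 change 3.62, standard error 0.20, adjusted p = 8.44e-08), and the 5' one from 11.4 ± 3.50 to 261 ± 15.6 (log2 change 3.34, standard error 0.25, adjusted p = 1.43e-06). GAPN, which oxidizes glyceraldehyde 3-phosphate without forming ATP, rose 9.48-fold over the same 12 h (log2 change 3.24, standard error 0.15, adjusted p = 1.65e-08). LOC543487, for a phosphoglycerate mutase of lower glycolysis, rose from 199 ± 14.2 to 814 ± 262 (log2 change 1.91, standard error 0.25, adjusted p = 0.00016). No hexokinase gene had a name on the probe sets.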

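The PPFK gene CD866884, whose enzyme commits hexose phosphate to glycolysis, rose 5.61-fold, from an intensity of 2976 ± 94.8 (SD, n = 3) at 0 HAI to 16776 ± 529 at 12 HAI (log2 change 2.49, standard error 0.10, adjusted p = 5.55e-09). BJ252827, for PK, which forms pyruvate and ATP in the last step of glycolysis, rose 11.4-fold from 1086 ± 87.9 to 12481 ± 137 (log2 change 3.51, standard error 0.13, adjusted p = 3.89e-09). The other PK gene, CK207050, rose 12.2-fold from 1019 ± 148 to 12520.4 ± 648 (log2 change 3.61, standard error 0.14, adjusted p = 4.92e-09). CD491538, for UGPase, was at 127 ± 58.9 at 0 HAI and 89.2 ± 62.8 at 12 HAI and did not pass (log2 change -0.63, standard error 0.48, adjusted p = 0.384). The probe sets of these 4 genes were found by the stage values of Table 1.

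**Figure D2:**
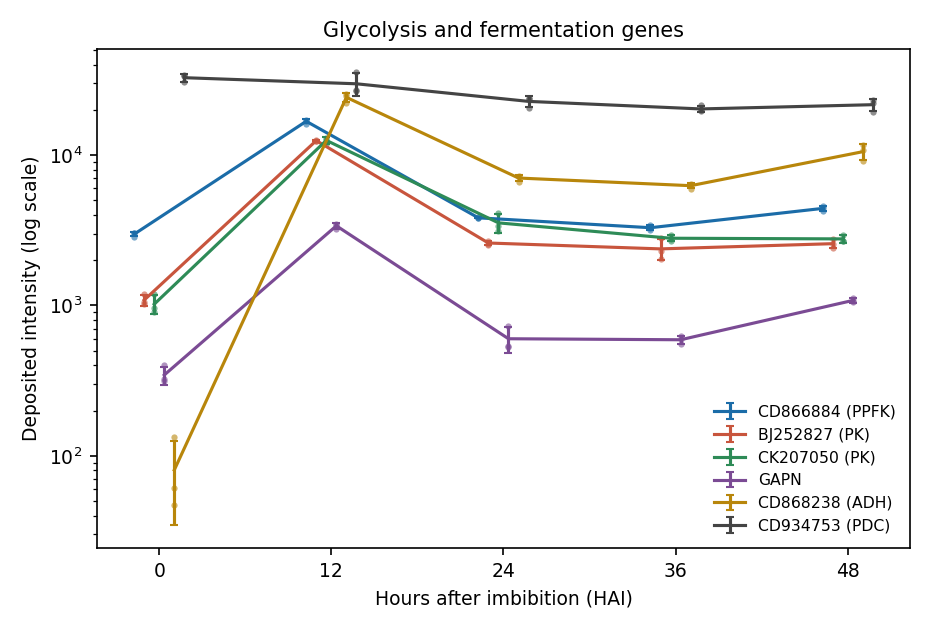
Intensities of 6 glycolysis and fermentation genes on a log axis against hours after imbibition, with arrays as points, stage means joined by lines and SD as bars, whose lower end is kept above 0. The ADH gene CD868238 rises from 80.5 to 24201 by 12 HAI, while the PDC gene CD934753 stays nearly flat.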

Correspondingly, due to the continuous synthesis of pyruvate, which then turned into alcohol and entered the fermentation pathway, the genes involved in the fermentation process were upregulated as glycolysis. For example, two important enzymes of catalysis in fermentation, pyruvate decarboxylase (PDC, CD934753) and alcohol dehydrogenase (ADH, CD868238), were significantly upregulated (Figure 4 and Table 1). Both glycolysis and fermentation pathway–related genes were downregulated after 12 HAI, probably due to the end of the mobilization of stored sucrose (Figures 4 and 5A).

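The ADH gene CD868238, whose enzyme reduces acetaldehyde to ethanol when oxygen is short, rose 269-fold from 80.5 ± 45.9 (SD, n = 3) at 0 HAI to 24201 ± 1687 at 12 HAI (log2 change 8.07, standard error 0.25, adjusted p = 8.54e-10). The PDC gene CD934753, which makes the acetaldehyde from pyruvate, was at 32702 ± 1957 in the dry seed. At 12 HAI it was at 29786 ± 5148 and did not pass (log2 change -0.15, standard error 0.14, adjusted p = 0.499), and its direction turned with the arrays scaled to their hybridization controls (0.52) or to their poly-A controls (1.45). Both probe sets were found by the stage values of Table 1.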

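After 12 HAI the ADH gene CD868238 fell to 7035 ± 331 (SD, n = 3) at 24 HAI (log2 change -1.78, standard error 0.25, adjusted p = 0.000115), but it stayed 117-fold above the dry seed at 48 HAI (log2 change 6.87, standard error 0.25, adjusted p = 4.13e-10). The PPFK gene CD866884 fell by 2.13 in log2 between 12 and 24 HAI (standard error 0.10, adjusted p = 1.01e-08). Of the PK genes, BJ252827 fell to 2601 ± 76.0 (log2 change -2.26, standard error 0.13, adjusted p = 7.01e-08) and CK207050 to 3541 ± 501 (log2 change -1.83, standard error 0.14, adjusted p = 6.96e-07). GAPN fell with them (log2 change -2.48, standard error 0.15, adjusted p = 8.21e-08). LOC543487, for phosphoglycerate mutase, did not fall and was at 785 ± 173 at 24 HAI (log2 change -0.03, adjusted p = 0.959). The PDC gene CD934753 was at 22749 ± 1789.9 and did not pass (log2 change -0.38, standard error 0.14, adjusted p = 0.0669), though this fall passed with 64 added, an intensity trend, the dim probe sets left out or the replicate number as a block (adjusted p from 0.00751 to 0.0484). The 3' probe set of sucrose synthase, which feeds glycolysis with sugar, was at 7386 ± 61.1 at 24 HAI, below its peak (adjusted p = 1.18e-05).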

Seed germination then entered the stationary phase. Starch mobilization occurred after sucrose degradation. When the seed endosperm imbibed a certain amount of water, the starch genes were activated in the endosperm between 12 and 24 HAI and reached a period of great prosperity after 24 HAI, then related genes were gradually downregulated after 36 HAI due to the continuous consumption of starch (Figure 5B and Additional file 3: Figure S2).

Amylases are major enzymes for wheat starch cleavage. In our study, most genes related to alpha-amylase, such as CA719001, AL820663 and BF293263, were initially upregulated starting at 12 HAI and reached a maximum at 37 HAI, whereas expressions of beta-amylase were downregulated during the seed germination process (Table 1). This result indicates that alpha-amylase is a major enzyme that hydrolyzes starch for glucose provision. 

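The alpha-amylase gene CA719001, whose enzyme cuts the starch of the endosperm, rose 88.8-fold from 108 ± 6.89 (SD, n = 3) at 12 HAI to 11009.8 ± 424 at 24 HAI (log2 change 6.47, standard error 0.13, adjusted p = 5.27e-11) and further to 16716 ± 1536 at 36 HAI (log2 change 0.60, standard error 0.13, adjusted p = 0.0169). The last rise did not pass without replicate 1 or 3 of 24 HAI or replicate 1 or 2 of 36 HAI, nor with the array medians set equal or the arrays scaled to their hybridization controls. AL820663 rose 78.0-fold from 195 ± 59.5 to 15972 ± 396 (log2 change 6.29, standard error 0.19, adjusted p = 5.03e-10) and BF293263 rose at least 128-fold from 26.3 ± 18.7 to 4529 ± 377 (log2 change 6.86, standard error 0.52, adjusted p = 6.37e-07). At 36 HAI they were at 21257 ± 3088 and 9806 ± 712, which passed against 24 HAI only with the arrays scaled to their poly-A controls (adjusted p = 0.325 and 0.316 without it). Before that, CA719001 had been at 271 ± 39.8 in the dry seed and was lower at 12 HAI (log2 change -1.20, standard error 0.13, adjusted p = 2.67e-05), a fall that did not pass with the arrays scaled to their hybridization controls and turned with their poly-A controls (0.25). The alpha-glucan phosphorylase gene LOC542862, whose enzyme releases glucose 1-phosphate from starch, rose from 491 ± 42.3 at 12 HAI to 2853 ± 127 at 24 HAI (log2 change 2.50, standard error 0.11, adjusted p = 8.41e-09) and to 5678 ± 368 at 36 HAI (log2 change 0.99, standard error 0.11, adjusted p = 0.000237). A dim probe set that carries the names of both an alpha- and a beta-amylase (LOC543318) was at 62.8 ± 45.7 at 0 HAI and 88.1 ± 20.1 at 48 HAI and did not pass between them (log2 change 0.62, adjusted p = 0.278), but it had fallen to 7.37 ± 2.88 at 12 HAI (log2 change -1.53, standard error 0.43, adjusted p = 0.0225). That fall did not pass with quantile normalization, with the array medians set equal, with either control scaling, or without replicate 1 or 2 of 0 HAI or replicate 1 or 2 of 12 HAI (adjusted p from 0.0514 to 0.213). The probe sets of the 3 alpha-amylase genes were found by the stage values of Table 1.

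**Figure D3:**
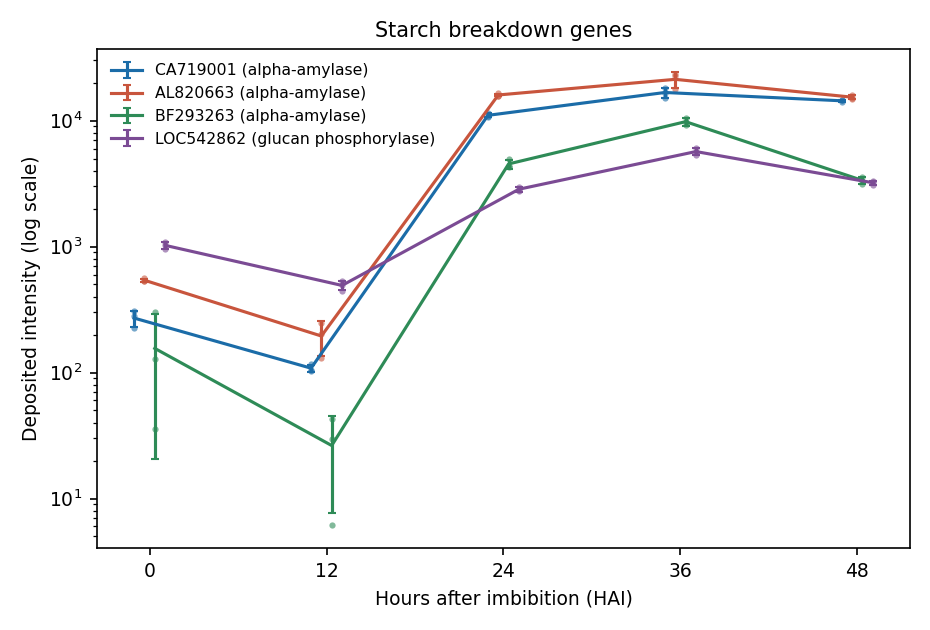
Intensities of 4 starch breakdown genes on a log axis against hours after imbibition, with arrays as points, stage means joined by lines and SD as bars, whose lower end is kept above 0. The alpha-amylase genes dip at 12 HAI and then rise, with CA719001 going from 108 to 11009.8 by 24 HAI.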

Along with the transcriptional activation of starch-degrading genes, the transcripts of genes encoding fructokinase invertases and hexokinase, sucrose synthesis and glycolysis increased (Figure 5B and Additional file 3: Figure S2B), which might be due to hexose supply and sucrose synthesis from mobilized starch reserves [24].

The storage of organic material from seed endosperm or cotyledon should be broken down into small molecular compounds such as ammonium, phosphate, amino acids, peptides, oligopeptides, sugars, and major intrinsic proteins and transported to the radicle and embryo in the process of use, so the transport genes were activated and upregulated following the reserve mobilization (Figure 4). Our results showed that the transcripts encoding metabolite transporters at the mitochondrial membrane accumulated most quickly from 0 to 12 HAI, whereas the transcripts encoding metabolite transporters at the envelope membrane were upregulated most quickly from 12 to 24 HAI (Figure 4).

Lipid mobilization begins soon after imbibition, followed by a lag phase. Lipase is a key enzyme for lipid hydrolysis. As a result, fatty acid (FA) is synthesized continuously (Figure 5A and Additional file 3: Figure S2A). After 24 HAI, the transcripts of FA synthesis were highly upregulated, and their expression was gradually downregulated at the end of lipid mobilization (Figure 5B and Additional file 3: Figure S2B). Genes involved in the β-oxidation pathway as a major pathway of FA degradation and phospholipases also were significantly upregulated from 24 to 36 HAI (Figure 5B). β-oxidation is involved in lipid degradation, which eventually results in energy release by peroxisomes and provides a carbon supply for the production of sucrose [24].

Storage proteins are located mainly in the endosperm and aleurone. According to our gene expression data, mobilization of deposited storage proteins begins during late seed germination (Figure 5B), and their metabolic products, amino acids, serve as important nutritional resources for early seedling growth after germination. During this and the following period (from about 36 HAI), the transcripts for storage protein degradation, such as cysteine protease, aspartate protease and serine protease, increased significantly (Figure 4). Genes for amino acid metabolism, such as Asp, Met, Ser, Cys, Phe and Trp, were simultaneously activated (Figure 5B and Additional file 3: Figure S2B). From 12 to 24 HAI, the gene expression related to protein modifications such as phosphorylation and glycosylation increased (Figure 4). This result suggests that synthesis of some clastic enzymes is necessary to mobilize storage protein at this germination stage.

According to our experiments, photosynthesis genes were mobilized slightly after initiation of reserve mobilization during seed germination. As shown in Figure 1A, the cotyledons gradually became green at 48 HAI, indicating that preparations for photosynthesis were almost finished. 

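The plastid gene rbcL (LOC100049018) for the large subunit of Rubisco rose from 16198 ± 1205 (SD, n = 3) at 12 HAI to 33504 ± 376 at 24 HAI (log2 change 1.05, standard error 0.11, adjusted p = 1.17e-05). These values are from a bright probe set, while another probe set of rbcL was dim, at 23.6 at 36 HAI. The nuclear gene LOC543291 (PsbO) encodes a subunit that holds the manganese cluster of photosystem II. It was at 181 ± 41.6 at 12 HAI and 375 ± 22.2 at 24 HAI and rose to 757 ± 42.2 at 36 HAI (log2 change 0.98, standard error 0.15, adjusted p = 0.00214). LOC543290 (PsbP), another oxygen-evolving subunit, rose from 22.0 ± 23.3 at 12 HAI to 136 ± 44.0 at 24 HAI (log2 change 2.14, standard error 0.49, adjusted p = 0.00515), and petC, for the Rieske protein of the cytochrome b6f complex, from 137 ± 48.2 to 552 ± 83.1 (log2 change 1.93, standard error 0.39, adjusted p = 0.0021). The phosphoribulokinase gene LOC543283 (PRK) of the Calvin cycle was dim and did not pass (log2 change -0.34, adjusted p = 0.838). Of these 5 genes, chosen from the wheat gene names, 4 rose and 0 fell between 12 and 24 HAI, also when adjusted over the list alone. The set as a whole rose then (median log2 change 1.05, camera adjusted p = 0.0103), but not with the correlation estimated (adjusted p = 0.117). From 24 to 36 HAI the set did not pass (median 0.59, adjusted p = 0.184), with 2 members higher and 1 lower. The photosynthesis list fixed beforehand had only 2 members, both for proteins with a plastocyanin-like domain, of which LOC778392, described through a weak match to a rice gene, fell between 12 and 24 HAI (log2 change -1.04, standard error 0.14, adjusted p = 8.54e-05). That domain alone does not show that they act in photosynthesis.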

The genes for photosynthesis, including those related to light reaction, photorespiration, and the Calvin Cycle, were activated, and their expression was highly upregulated at the end of 36 HAI (Figures 4 and 5B).

The seeds became tumescent quickly due to water absorption at the beginning of germination. Genes related to the major constituents of the cell wall (cellulose, pectin, hemi-cellulose, expansins) were activated at 0 to 12 HAI (Figures 4 and 5A). 

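The beta-expansin 1a gene LOC543145, whose protein loosens the wall of growing cells, rose 3.97-fold from 177 ± 59.9 (SD, n = 3) at 0 HAI to 729.8 ± 52.4 at 12 HAI (log2 change 1.99, standard error 0.18, adjusted p = 6.28e-06). CA610853, for a xyloglucan endotransglucosylase/hydrolase that cuts and rejoins hemicellulose chains, rose from 207 ± 31.6 to 597 ± 58.1 (log2 change 1.47, standard error 0.13, adjusted p = 6.39e-06). LOC542808, for a catalytic subunit of cellulose synthase, rose from 642 ± 29.9 to 1302 ± 161 (log2 change 1.00, standard error 0.12, adjusted p = 5.73e-05). CA686606, for a protein like the brassinosteroid-regulated BRU1 of the same hemicellulose enzymes, rose from 177 ± 35.7 to 452 ± 22.7 (log2 change 1.29, standard error 0.13, adjusted p = 1.56e-05). The XTH probe set was at 168 ± 52.8 and 87.5 ± 52.7. CA610853 and CA686606 were named in the study's network of correlated genes. LOC543145 and LOC542808 were described through the study's own table of changed genes. None of these genes was therefore an independent choice.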

Due to the stasis following imbibition, the related genes of cell wall synthase and degradation were almost downregulated. The seed does not take up water again until the radicle breaks through the seed coat, then these genes are gradually upregulated (Figure 5B and Additional file 3: Figure S2A). The cell wall is largely degraded after 24 HAI (Figure 5B), which activates some important enzymes related to degradation, such as cellulases and pectate lyases (Additional file 2: Table S1). Meanwhile, the genes for cell wall synthesis and modification were largely upregulated (Figures 4 and 5B). This indicates that lots of fractured cell wall was degraded into small molecules to provide raw materials for cell wall synthesis during seed germination.

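XTH, a xyloglucan endotransglucosylase/hydrolase gene, rose 21.3-fold between 12 and 24 HAI to 1935 ± 117 (SD, n = 3) (log2 change 4.41, standard error 0.36, adjusted p = 1.32e-06). LOC543145, for beta-expansin 1a, rose to 5324 ± 174 at 24 HAI (log2 change 2.84, standard error 0.18, adjusted p = 1.47e-07) and fell between 36 and 48 HAI from 5513 ± 7.70 to 1085 ± 114 (log2 change -2.33, standard error 0.18, adjusted p = 1.68e-05). LOC543124, for a COBRA-like protein that guides the deposition of cellulose, was at 663 ± 103 at 12 HAI and 2939 ± 63.9 at 24 HAI, and it fell between 36 and 48 HAI from 4037 ± 99.9 to 1249.9 ± 98.5 (log2 change -1.68, standard error 0.14, adjusted p = 2.78e-05). The cellulose synthase gene LOC542808 rose to 4310.1 ± 58.6 at 24 HAI (log2 change 1.72, standard error 0.12, adjusted p = 2.67e-07). CA686606, like BRU1, rose to 2628 ± 58.5 at 24 HAI (log2 change 2.50, standard error 0.13, adjusted p = 2.74e-08) and was at 6016 ± 147 at 48 HAI.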

### Signal pathway network analysis

A signal pathway network was established according to the functions of signal genes by Java in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Figure 6). In the network, three genes are at the center of a signal pathway network: Os01g0191700 (phosphofructokinase family protein), Os01g0866400 (fructose-1, 6-bisphosphatase), and Os09g0553200 (UTP-glucose-1-phosphate uridylyltransferase) (Additional file 4: Table S4 and Table S5). Phosphofructokinase is a rate-limiting enzyme in the glycolytic pathway that provides a phosphoryl group from ATP to facilitate a wide variety of biological processes. The expression pattern of PPFK family protein belonged to profile No. 55, which was upregulated at first then sharply downregulated after 12 HAI. 

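At 24, 36 and 48 HAI the PPFK gene CD866884 had intensities of 3825 ± 33.2 (SD, n = 3), 3287 ± 115 and 4418 ± 141, above the dry seed at 48 HAI (log2 change 0.57, standard error 0.10, adjusted p = 0.000449). Its stage means correlated best with profile 58 (up, down, flat, flat), as did those of the PK genes BJ252827 and CK207050, the hemoglobin gene LOC543085 and GAPN. The fall of CD866884 between 24 and 36 HAI, by which profile 55 (up, down, down, flat) differs, did not pass (log2 change -0.22, standard error 0.10, adjusted p = 0.292), but it did with an intensity trend in the variance (adjusted p = 0.0286), and its sign turned with the arrays scaled to their poly-A controls (0.33). CA661266, listed in Table S5 for the phosphofructokinase of the network, was not matched to a probe set, so its profile was not tested. Profile 58 held 938 probe sets and profile 55 held 469, against 975 and 212 over all orders of the stages.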

Fructose-1, 6-bisphosphatase is an enzyme that converts fructose-1, 6-bisphosphate to fructose-6-phosphate in gluconeogenesis. Its transcriptional level placed it in profile No. 27, which trended opposite the PPFK family protein. Activation of fructose-1, 6-bisphosphatase in gluconeogenesis seems to play an important role in amino acid metabolism. UTP-glucose-1-phosphate uridylyltransferase, also known as UTP-glucose pyrophosphorylase (UGPase), is associated with glycogenesis, which synthesizes UDP-glucose from glucose-1-phosphate and UTP and was upregulated throughout germination, reaching its peak at 36 HAI.

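The UGPase gene CD491538 rose from 12 to 24 HAI, when it reached 328 ± 85.3 (SD, n = 3) (log2 change 1.95, standard error 0.48, adjusted p = 0.0078). It was at 389 ± 51.7 at 36 HAI and had its highest mean, 442 ± 83.8, at 48 HAI. Neither of these later steps passed (adjusted p = 0.897 and 0.913), and at 48 HAI the gene was above the dry seed (log2 change 1.74, standard error 0.48, adjusted p = 0.0111). BE398394, the gene of the qRT-PCR set for this enzyme, was not matched to a probe set.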

**Figure 6:**
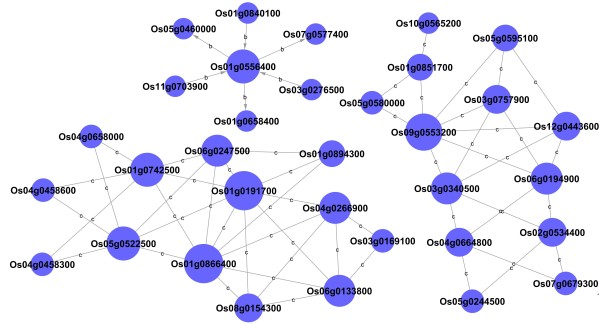
**Signal pathway-net established according to the signal genes functions by Java in the KEGG database.** Cycle nodes represent genes. The size of nodes represents the power of the interrelation among the nodes by degree value. Edges between two nodes represent interactions between signal genes. The letter b means binding or association interaction, and letter c represent compound interaction between two genes.

### Metabolic pathway network analysis

Metabolic pathway network was established as shown in Figure 7. According to the degree value (Additional file 5: Table S6), glycolysis and gluconeogenesis metabolisms were located at the center of pathway net, suggesting that the genes involved in glycolysis and gluconeogenesis such as those encoding the PPFK family protein, PK and fructose-1, and 6-bisphosphatase, play key roles in providing energy for seed germination. The citrate cycle (TCA cycle) had the second-highest degree value in the pathway net and mainly provided energy for the late germination of seeds. 

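The isocitrate dehydrogenase gene CA599682, whose enzyme oxidizes isocitrate to 2-oxoglutarate in the mitochondrion or the cytosol, rose from 154 ± 90.5 (SD, n = 3) in the dry seed to 454 ± 38.4 at 12 HAI (log2 change 1.63, standard error 0.33, adjusted p = 0.00354). It rose again to 1082 ± 179 at 24 HAI (log2 change 1.22, standard error 0.33, adjusted p = 0.0146), a step that did not pass without replicate 2 of 24 HAI. At 36 HAI it was at 908 ± 29.3 and at 48 HAI at 498 ± 66.7, and neither step passed (log2 change -0.24, adjusted p = 0.845; log2 change -0.85, adjusted p = 0.142), though the last did with 64 added, without replicate 1 or all 3 arrays of 0 HAI, or with the arrays scaled to their poly-A controls. At 48 HAI it remained above the dry seed (log2 change 1.76, standard error 0.33, adjusted p = 0.000912). It was the only named probe set of the tricarboxylic acid cycle, and it reached the list through the study's own table of changed genes.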

As the key enzymes of the TCA cycle, 4 enzyme-coding genes (isocitrate dehydrogenase family protein, pyruvate dehydrogenase E1 component beta subunit, malate dehydrogenase and dihydrolipoyllysine-residue succinyltransferase component of 2-oxoglutarate dehydrogenase complex) were upregulated gradually during germination. These genes related to energy metabolism were initiated early in the process, indicating the activation of respiratory activities in mitochondria and ATP release. In accordance, at least 10 genes related to vacuolar ATPase and mitochondrial ATP synthase complexes and mitochondrial carrier proteins were preferentially upregulated during seed germination (Additional file 2: Table S1). The alcohol dehydrogenase (ADH) gene in the fermentation pathway was also upregulated sharply to provide energy for seed germination. Pyruvate is an important intermediate product that plays a mediated role, and pyruvate metabolism is another important pathway. Pyruvate metabolism converts pyruvate into acetyl-CoA, which is used in lipid biosynthesis and the TCA cycle, in two ways [17,37]. One way is catalyzed by pyruvate dehydrogenase (PDH), which catalyzes the conversion of pyruvate to acetyl-CoA. The other way is catalyzed by pyruvate decarboxylase (PDC) and aldehyde dehydrogenase (ALDH), which catalyzes the irreversible conversion of pyruvate to acetaldehyde and CO_2_, so acetaldehyde can be converted into acetate to produce additional acetyl-CoA.

**Figure 7:**
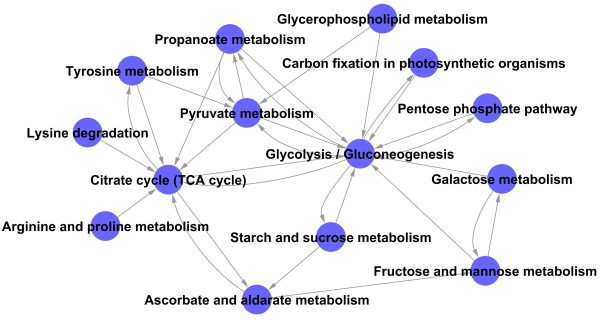
**Metabolic pathway-net established with significant pathways.** Cycle nodes represent different pathways. Arrows represent the interaction between one pathway and another pathway by degree value. The source and point of the arrow show the source of the pathway and the target of the pathway in the network. The node with more arrows means more pathways have interaction with this one, which shows that the pathway is more important in the pathway-net.

From the metabolic pathway network, many amino acids, including lysine, tyrosine, arginine and praline, were triggered to provide a major nitrogen source for nitrogen metabolism and intermediates for the TCA cycle. Three kinds of enzymes are involved in lysine degradation: the aldehyde dehydrogenase (ALDH) family protein, a SET domain containing protein and the dihydrolipoyllysine-residue succinyltransferase component of the 2-oxoglutarate dehydrogenase complex. Fumarylacetoacetase, aspartate aminotransferase and alcohol dehydrogenase 2 are involved in tyrosine metabolism. In arginine and proline metabolism, the expression of four enzyme genes (aldehyde dehydrogenase, aspartate aminotransferase, delta-1-pyrroline-5-carboxylate synthetase and argininosuccinate lyase) was upregulated compared with the dry seed, whereas two enzyme genes (aldehyde dehydrogenase family protein and glutamine synthetase root isozyme 2) were gradually downregulated during germination (Additional file 2: Table S1).

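BU099360, for an aldehyde dehydrogenase that oxidizes aldehydes left by stress and amino acid breakdown, fell from 6646 ± 188 (SD, n = 3) at 12 HAI to 2338 ± 266 at 24 HAI (log2 change -1.51, standard error 0.13, adjusted p = 2.41e-06), and at 48 HAI it was at 1638 ± 99.3 against 9177 ± 538 in the dry seed (log2 change -2.47, standard error 0.13, adjusted p = 1.35e-08). BJ297605, for glutamine synthetase root isozyme 2, which binds ammonium to glutamate, fell from 3440.1 ± 138 to 583 ± 56.0 (log2 change -2.53, standard error 0.12, adjusted p = 1.6e-08) and was at 253 ± 33.7 at 48 HAI against 4123 ± 98.9 in the dry seed (log2 change -3.95, standard error 0.12, adjusted p = 1.27e-10). Both genes were chosen by the study for its network, so their falls are not independent evidence.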

### Gene co-expression network with k-core algorithm

To determine the functional genes that play pivotal roles in the germination of wheat seed, genes involved in some important pathways were further analyzed by gene co-expression network with a k-core algorithm (Figure 8). The most central gene has the highest degree value within the network. According to k-core values, 31 genes with higher k-core levels in our results were considered to have a core status (Additional file 6: Table S7). Most of the genes are attributed to transport, signaling pathway, development, lipid metabolism, stress and defense response, nitrogen metabolism and the transcription progress. Three of the most important core genes, CD490513 encoding embryonic abundant protein 1, CD452864 encoding CAX3 (cation exchanger 3), and CK208119 encoding CYP78A8, were located at the center of the network with the highest k-core levels. They directly regulated 24 neighboring genes according to their degrees (Additional file 6: Table S7). These genes decreased drastically during germination, especially CD490513 (Table 1). 

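Among the neighbors, CK208279, for a factor with the DNA-binding domain of heat shock factors, fell 22.6-fold from 4548 ± 176 (SD, n = 3) in the dry seed to 189.7 ± 49.4 at 48 HAI (log2 change -4.50, standard error 0.17, adjusted p = 7.07e-10). BQ804183, for alanine aminotransferase 2, which moves amino groups between alanine and 2-oxoglutarate, fell 23.0-fold over the same time (log2 change -4.52, standard error 0.22, adjusted p = 6.06e-09). CA620843, for the ubiquitin-activating enzyme that starts the tagging of proteins, rose 25.4-fold (log2 change 4.67, standard error 0.18, adjusted p = 6.22e-10). Of the 287 listed pairs with both probe sets matched, 37 of them listed as negative, all had the listed sign over the 15 arrays. An absolute r of at least 0.95 was reached by 272 pairs over the 15 arrays on the deposited linear scale and by 146 in log2. The arrays fell into 5 clusters by stage with 3 arrays in each, so these correlations include the differences between stages. With the stage means removed, 163 of the 287 pairs kept the sign, and the median absolute r was 0.262. The pairs were chosen by the study on the same arrays, so their signs are not independent evidence.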

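CD490513, for an embryonic abundant protein that protects the drying embryo, fell 11.9-fold between 12 and 24 HAI, from 5086 ± 246 (SD, n = 3) to 411 ± 29.8 (log2 change -3.58, standard error 0.20, adjusted p = 4.51e-08), and at least 12.8-fold more by 36 HAI, when it was at 5.29 ± 1.30 (log2 change -4.33, standard error 0.20, adjusted p = 2.94e-07). CK208119, for a cytochrome P450 of the CYP78A group that controls organ size, fell from 886 ± 92.4 to 321 ± 33.0 (log2 change -1.42, standard error 0.15, adjusted p = 1.04e-05). The exchanger gene CD452864 fell with them (log2 change -1.38, standard error 0.11, adjusted p = 1.38e-06). For CK208119, the values of Table 1 were met by another probe set of its sequence cluster, not by the one used here. Among the related late embryogenesis abundant (LEA) proteins, LOC543497 (EM) fell from 8478 ± 525 at 24 HAI to 900.5 ± 105 at 36 HAI (log2 change -3.22, standard error 0.13, adjusted p = 1.49e-07) and LOC543480 (EMH2) from 9738 ± 509 to 914 ± 71.6 (log2 change -3.39, standard error 0.17, adjusted p = 4.11e-07). Of 13 LEA and dehydrin genes, of which 12 entered through the study's own table and are not independent evidence, 12 fell and 1 (LOC542946) rose between 0 and 12 HAI, 10 fell and 1 rose between 12 and 24 HAI, and 11 fell and 0 rose between 24 and 36 HAI. LOC542946 is described only through a weak match to a rice gene. Adjusted over the list alone, 12, 11 and 12 fell. The set fell from 12 to 24 HAI (median log2 change -0.93, camera adjusted p = 1.14e-05) and from 24 to 36 HAI (median -1.24, adjusted p = 5.79e-25). From 0 to 12 HAI it fell as well (median -1.35, adjusted p = 1.11e-07), though with the arrays scaled to their poly-A controls that median was 0.25. At 48 HAI, 12 of the 13 genes were below the dry seed (median -3.62, adjusted p = 1.37e-11). The 3' to 5' ratio of the ubiquitin control probe sets, a sign of RNA quality, moved over these stages from 0.502 ± 0.0321 at 0 HAI to 0.762 ± 0.0595 at 48 HAI.

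**Figure D4:**
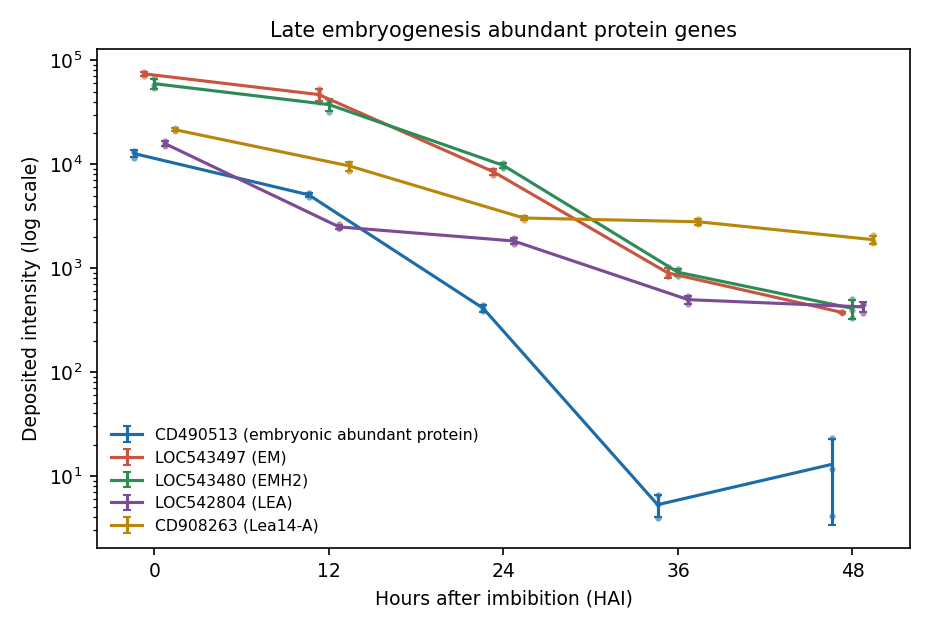
Intensities of 5 late embryogenesis abundant protein genes on a log axis against hours after imbibition, with arrays as points, stage means joined by lines and SD as bars, whose lower end is kept above 0. CD490513 falls from 12677 in the dry seed to 5.29 at 36 HAI.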

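CK216168, for the 1-aminocyclopropane-1-carboxylate oxidase that makes ethylene, rose 7.24-fold from 211 ± 57.3 (SD, n = 3) in the dry seed to 1588 ± 76.1 at 12 HAI (log2 change 2.86, standard error 0.17, adjusted p = 1.55e-07). At 24 HAI it was at 2211 ± 115 (log2 change 0.47, standard error 0.17, adjusted p = 0.0548), at 36 HAI at 2876 ± 171 and at 48 HAI at 2558 ± 44.4, and none of these later steps passed. The step from 12 to 24 HAI was near the threshold and passed with 64 added, an intensity trend, the dim probe sets left out, either control scaling, or without replicate 2, replicate 3 or all arrays of 0 HAI. At 48 HAI it remained 11.6-fold above the dry seed (log2 change 3.54, standard error 0.17, adjusted p = 4.69e-09).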

In the network, CK216168 (ethylene-forming enzyme) is one of the upregulated genes (Table 1) and is located at the center of network with k-cores of 14 and 19 degrees, indicating its involvement in a variety of functions including defense response, signal transduction, lipid metabolic process, the carbohydrate metabolic process and the ethylene biosynthetic process.

**Figure 8:**
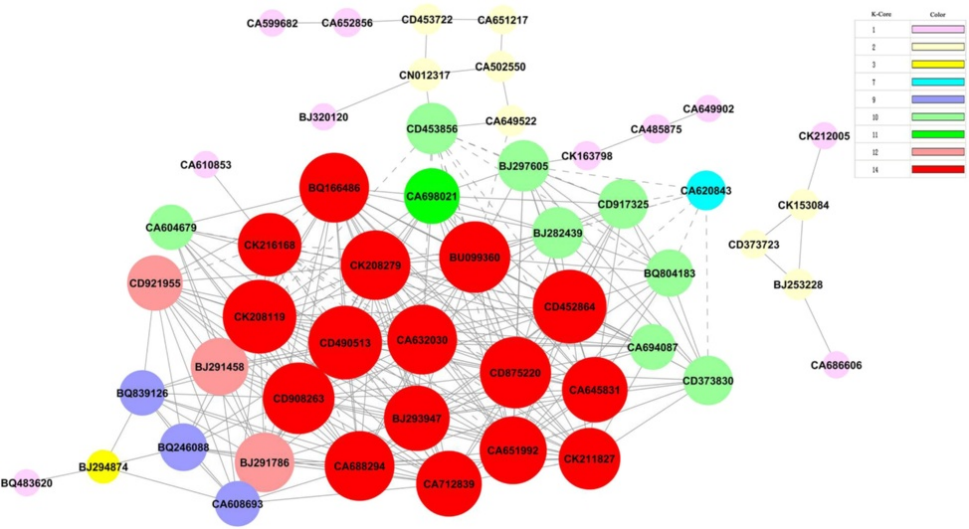
**Gene co-expression network during seed germination with k-core algorithm.** Cycle nodes represent genes, the size of nodes represents the power of the interrelation among the nodes, and edges between two nodes represent interactions between genes. The more edges on a gene, the more genes connect to it, and the more central role it has within the network. In the network, the solid line is positive regulation and the dashed line is negative regulation.

In the network, three genes, BJ291458, BJ282439 and CD453856, were involved in protein metabolism. BJ291458 (UBQ3), with k-cores of 12 and 16 degrees, and BJ282439 (Ubiquitin E3), with k-cores of 10 and 13 degrees, are mainly involved in regulating the degradation of proteins (Table 1). 

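BJ291458, for a polyubiquitin that supplies the tag of proteins to be degraded, fell from 912 ± 132 (SD, n = 3) at 12 HAI to 267 ± 65.2 at 24 HAI (log2 change -1.73, standard error 0.36, adjusted p = 0.0028), and at 48 HAI it was 19.9-fold below the dry seed (log2 change -4.32, standard error 0.36, adjusted p = 8.86e-07). BJ282439, described in the study's table as a homolog of the Shwachman-Bodian-Diamond protein of ribosome assembly, fell from 2886 ± 149 to 1084 ± 109 (log2 change -1.40, standard error 0.13, adjusted p = 3.83e-06). At 48 HAI it was at 709.9 ± 25.5 against 3707 ± 438 in the dry seed (log2 change -2.35, standard error 0.13, adjusted p = 1.84e-08).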

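The exchanger gene CD452864, whose protein moves cations into the vacuole, fell from 3918 ± 314 (SD, n = 3) at 12 HAI to 1494 ± 107 at 24 HAI and 989.98 ± 32.6 at 36 HAI, and at 48 HAI it was 5.64-fold below the dry seed (log2 change -2.50, standard error 0.11, adjusted p = 3.18e-09). CD373830, for a ZIP transporter that carries zinc and iron, fell from 1339.9 ± 61.0 to 629.9 ± 78.1 (log2 change -1.08, standard error 0.15, adjusted p = 9.2e-05). At 48 HAI, CD373830 was at 419 ± 52.2 against 1594 ± 127 in the dry seed (log2 change -1.89, standard error 0.15, adjusted p = 3.66e-07), a fall that did not pass with the arrays scaled to their poly-A controls (log2 change -0.32, adjusted p = 0.121). The listed pair of these genes was positive, as was the pair of CD452864 with BJ282439, and each sign was found again over the 15 arrays.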

Because the products of protein degradation need be transported from endosperm to embryo, co-adjustment between the related genes of protein degradation and the correlative genes of transport (CD452864 and CD373830) are consistent and show that these genes are positively regulated in the network, suggesting that the down/upregulation of protein degradation genes would lead to the down/upregulation of transport genes. The function of CD453856 (Chaperonin; folding) is to regulate protein folding, then catalyze the modification of protein by regulating the other gene that participates in the posttranslational modification, CA649522 (Figure 8 and Table 1). 

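CD453856, for the delta subunit of a chaperonin that folds proteins such as tubulin, rose from 512 ± 40.5 (SD, n = 3) at 0 HAI to 1793 ± 174 at 12 HAI (log2 change 1.78, standard error 0.13, adjusted p = 7.41e-07) and 4743 ± 111 at 24 HAI (log2 change 1.40, standard error 0.13, adjusted p = 2.85e-06). CA649522, described in the study's table as an EF hand protein, rose from 3325 ± 255 through 4823 ± 399 to 9384 ± 334 (log2 change 0.53, standard error 0.12, adjusted p = 0.00592 for the first step; log2 change 0.96, standard error 0.12, adjusted p = 4.15e-05 for the next). At 48 HAI they were at 3949.7 ± 429 and 9181 ± 430.2. For both genes, the values of Table 1 were met by another probe set of the sequence cluster, not by the one used here. Their listed pair was positive, a sign found again over the 15 arrays.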

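Between 12 and 24 HAI, the chaperonin gene CD453856 and the exchanger gene CD452864 moved in opposite directions, with a log2 rise of 1.40 for the former and a log2 change of -1.38 for the latter. CD875220, for a LEC14B protein, was at 1510.1 ± 45.8 (SD, n = 3) at 0 HAI and 396 ± 63.2 at 48 HAI, and CN012317, for a 12-oxophytodienoate reductase of jasmonate synthesis, at 579 ± 68.8 and 3308 ± 475. The listed pairs of CD453856 with CD875220 and CD452864 were negative and the pair with CN012317 positive, and each sign was found again over the 15 arrays.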

Because the function of both CD453856 and CA649522 is the process opposite protein degradation, we can infer that the co-adjustment between CD453856 and CD452864 is negative regulation, which is consistent with the results shown in Figure 8.

### Verification of gene expression patterns by qRT-PCR

Real-time quantitative reverse transcriptional PCR (qRT-PCR) was used to confirm the expression of 12 representative genes, including 5 upregulated genes and 7 downregulated genes with specific primers (Additional file 7: Table S8). Optimal experiments showed higher amplification efficiency and specificity of 12 genes (Additional file 8: Figure S3). 

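CD908263, for the LEA protein Lea14-A, fell from 9635 ± 969.8 (SD, n = 3) at 12 HAI to 3040.1 ± 126 at 24 HAI (log2 change -1.65, standard error 0.12, adjusted p = 4.8e-07) and was at 1883 ± 175 at 48 HAI against 21519 ± 727 in the dry seed (log2 change -3.51, standard error 0.12, adjusted p = 2.94e-10). CA688294, for a transcription factor with an AP2 domain, fell from 418 ± 56.7 to 152 ± 33.3 (log2 change -1.38, standard error 0.25, adjusted p = 0.000813) and to 36.7 ± 14.1 at 48 HAI (log2 change -4.26, standard error 0.25, adjusted p = 2.63e-08 against the dry seed). CA632030, for an epimerase or dehydratase of nucleotide sugars, fell from 1096 ± 47.0 to 463 ± 106 (log2 change -1.24, standard error 0.24, adjusted p = 0.00142).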

As shown in Figure 9, the expression patterns of these 12 genes were generally consistent with their transcriptional expression models.

**Figure 9:**
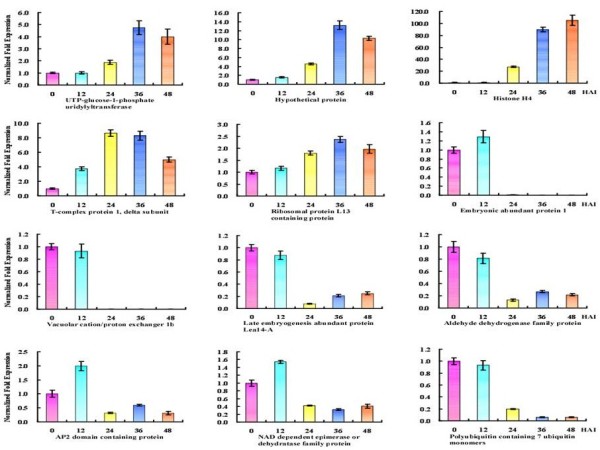
**Verification of 12-gene expression patterns by qRT-PCR.** The horizontal axis is the five periods during seed germination, and the vertical axis is the expression of each time point after normalized fold.

## Discussion

### Energy requirements of seed germination

Plants require a large amount of energy for physiological activities during seed germination. Due to the lack of a mineral-uptake system and photosynthetic apparatus, germinating seeds rely on reserve mobilization, mainly starch, proteins and lipids, to provide essential energy for growth until the seedling becomes photoautotrophic [7,38-40]. Wheat is a monocot crop, and its energy reserves are mainly stored in the endosperm, which is degraded for embryo growth during germination. Due to limited oxygen content, energy is supplemented by glycolysis and alcohol fermentation during early seed imbibition. Rate-limiting enzymes PPFK and PK were involved in glycolysis, whereas PDC and ADH were involved in ethanol fermentation. The energy demands of germinating cereal seeds seem to be met mainly by glycolysis [17]. The energy provided by anaerobic respiration cannot satisfy the needs of germinated seeds; at this point, the TCA cycle provides a large amount of energy in oxygen-rich conditions. One of the rate-limiting enzymes in TCA cycle, IDH, accumulates during seed germination and post-germination. The ultimate purpose of starch mobilization, lipid mobilization and protein mobilization is to provide energy. The degradation products of energy reserves always go into glycolysis, then through the TCA cycle and mitochondrial electron transport for ATP synthesis. So, along with the degradation of starch, lipid and protein, the genes related to energy metabolism (glycolysis, TCA cycle, oxidative phosphorylation and mitochondrial electron transport) were initiated from 36 to 48 HAI, indicating the activation of respiratory activities in mitochondrial and ATP release (Figure 5B and Additional file 3: Figure S2B). The above three respiratory pathways are essential for energy provision of a wide range of cellular functions [5,41] as described in this work.

### Starch and sucrose metabolism

The majority of stored endosperm reserves are starch, and their degradation is catalyzed by alpha-amylase. Some genes that are vital to the degradation of starch were found in this study, such as BF293263 and AL820663, which encode alpha-amylase (Table 1). The degradation of starch products can go into glycolysis in two ways. First, amylases can convert the starch into maltose, which then breaks down into glucose and participates in glycolysis; second, starch phosphorylase can convert starch into glucose-1-phosphate, which then enters glycolysis. In this study, most of the genes related to alpha-amylase and starch phosphorylase were upregulated after 12 HAI (Figure 5 and Additional file 2: Table S1). This result indicates that large-scale starch mobilization occurs at about 12 HAI before radicle protrusion, similar to the results found in barley [24]. Pritchard et al. suggested that the majority of sucrose results from storage lipid degradation and not from other soluble sugars within the Arabidopsis seeds [40]; however, our results revealed that initial sucrose is derived from soluble sugars, whereas the majority of sucrose comes from the mobilization of storage starch — lipids as well as some amino acids (Figure 5) — which is similar to germinating barley seeds [24]. Sucrose may be resolved into glucose and fructose by SUSY (sucrose synthase), then enter glycolysis. We found one gene (M26672.1) highly similar to AT3G43190, which encodes SUS4 (Table 1 and Additional file 2: Table S1). 

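M26672.1, for a sucrose synthase, was dim at 85.9 ± 56.6 (SD, n = 3) in the dry seed, 74.9 ± 10.7 at 12 HAI, 129 ± 43.8 at 24 HAI, 112 ± 8.48 at 36 HAI and 163 ± 42.6 at 48 HAI. No stage passed against the stage before it, and the change over 48 h did not pass (log2 change 1.01, standard error 0.42, adjusted p = 0.0737). That change passed with quantile normalization, with the array medians set equal, with either control scaling and without replicate 1 or replicate 3 of 0 HAI. The brighter 3' control probe set of sucrose synthase was at 2721 ± 151 at 36 HAI and 2335 ± 172 at 48 HAI (log2 change 0.97, standard error 0.11, adjusted p = 9.78e-06 against the dry seed), but the middle one, at 104 ± 29.5 at 48 HAI, did not pass over the same time (log2 change -0.37, standard error 0.20, adjusted p = 0.163). The 5' one was higher at 48 HAI than in the dry seed (log2 change 0.78, standard error 0.25, adjusted p = 0.0272), though its mean was under 32 in the dry seed and at 48 HAI.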

SUS4 is one enzyme of SUSY, which is a highly regulated enzyme that reversibly converts sucrose and nucleoside diphosphate into the corresponding nucleoside diphosphate glucose and fructose; this process may occur in most plants, including cereal crops [42-49].

### Protein mobilization

Besides starch, the other most important energy reserves are proteins in the seeds. 

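LOC543386 (TEF1), for the elongation factor that brings aminoacyl-tRNA to the ribosome, was at 27948 ± 469.95 (SD, n = 3) at 0 HAI and 38218 ± 6042 at 12 HAI (log2 change 0.44, standard error 0.14, adjusted p = 0.0469). Its call was lost when any 1 of most of the arrays was left out. LOC543077 (RPL9), for a protein of the large ribosomal subunit, rose from 107 ± 31.8 at 12 HAI to 342 ± 30.2 at 24 HAI (log2 change 1.57, standard error 0.23, adjusted p = 0.000165). LOC543417 (eIF4B), for an initiation factor, rose from 6693 ± 339 to 9794 ± 371 (log2 change 0.55, standard error 0.10, adjusted p = 0.00102). Of 6 translation genes, chosen from the wheat gene names, 1 rose and 0 fell at 12 HAI, or 2 and 0 when adjusted over the list alone, and the set did not pass (median log2 change 0.01, camera adjusted p = 0.33). It did pass with the arrays scaled to their poly-A controls (median 1.61, camera adjusted p = 0.0206). CK153084, for a subunit of phenylalanyl-tRNA synthetase, rose from 1651 ± 167 to 2301 ± 87.1 at 12 HAI (log2 change 0.48, standard error 0.11, adjusted p = 0.00976).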

In early germination, many genes related to protein synthesis, modification and degradation were significantly upregulated (Figure 4). We assume that these proteins are hydrolytic enzymes and proteins relating to hormone signaling, which prepares present and subsequent metabolism. According to the previous analysis, we can also speculate that many genes encode some preceding metabolic enzymes in dry seeds. When the seeds imbibed water, the enzymes activated directly and catalyzed important metabolism processes, such as glycolysis. The protein degradation for the authentic energy requirements occurred in late germination (about 48 HAI); however, the expression of genes encoding some important enzymes in this process, such as cysteine protease, aspartate protease and serine protease, were activated a little early (Figure 4). Germination is known to be partly under the control of gibberellins (GAs), which act to stimulate germination [40], because phytohormone GA plays an important role in triggering the above major proteinases during germination [24,50,51].

### Activation of developmental genes

Shoot and root meristem, as the primary plant meristems, are initiated at opposite poles of the plant embryo. SAM contains a self-renewing population of undifferentiated pluripotent stem cells, which supply cells for the development of all aboveground structures [52,53], whereas RAM produces the primary and lateral root systems [54]. In this study, SAM-related gene CD869453, which belongs to the RNA functional class, is involved in the regulation of transcription and was activated along with seed imbibition. 

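CD869453 had its highest mean, 873 ± 127 (SD, n = 3), at 36 HAI, against 98.6 ± 23.9 in the dry seed, where the meristem is at rest. The step from 24 to 36 HAI did not pass (log2 change 0.38, standard error 0.16, adjusted p = 0.245), but it did with the arrays scaled to their poly-A controls (log2 change 0.93, adjusted p = 0.00176). Between 36 and 48 HAI it fell to 483 ± 21.9 (log2 change -0.82, standard error 0.16, adjusted p = 0.00604), which was still 4.41-fold above the dry seed (log2 change 2.14, standard error 0.16, adjusted p = 2.7e-07).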

The gene displayed upregulated expression during seed germination and reached its highest expression level at 36 HAI. RAM-related gene CK201893 was rapidly activated after seed imbibition and exhibited an upregulated expression pattern during the seed germination process, which belongs to the redox functional class and is involved in stress response (Table 1). 

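CK201893, whose relative in Arabidopsis makes glutathione, rose from 1871 ± 29.7 (SD, n = 3) at 0 HAI by 1.28 in log2 within 12 h (standard error 0.12, adjusted p = 6.71e-06). Its next rise came between 24 and 36 HAI, to 6053 ± 496 (log2 change 0.58, standard error 0.12, adjusted p = 0.0112), and it did not pass without replicate 2 or 3 of 24 HAI or replicate 1 of 36 HAI, nor with the array medians set equal or the arrays scaled to their hybridization controls. At 48 HAI the gene was at 6648 ± 121, 3.53-fold above the dry seed (log2 change 1.82, standard error 0.12, adjusted p = 6.94e-08).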

Previous reports have speculated that angiosperm RAM evolved from the SAM, probably due to plants’ adaptation to changing environmental requirements [55,56].

In *Arabidopsis thaliana*, stem cell homeostasis in the SAM is controlled by the negative feedback loop of WUSCHEL-VLAVATA (WUS-CLV) [52,57,58]. This negative feedback was also found in the present study. Both BJ272365 (WUS) and CK202188 (CLV1) had similar expression profiles during seed germination; i.e., they were upregulated from 0 to 24 HAI, downregulated from 24 to 36 HAI, \ then upregulated again at 48 HAI (Table 1). This result suggests a similar developmental pathway during seed germination in wheat as in *Arabidopsis thaliana*.

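At 36 HAI the WUSCHEL homolog BJ272365 was at 1527 ± 27.4 (SD, n = 3) and the CLAVATA1 homolog CK202188, whose receptor restricts WUSCHEL, at 598 ± 35.3. Neither step from 24 to 36 HAI passed (log2 change -0.20, standard error 0.11, adjusted p = 0.429 for BJ272365; log2 change -0.22, standard error 0.14, adjusted p = 0.53 for CK202188). At 48 HAI they were at 2006 ± 131 and 868 ± 75.7. Against the dry seed, with 1062 ± 108 and 210.03 ± 13.2, BJ272365 rose 1.88-fold (log2 change 0.91, standard error 0.11, adjusted p = 2.7e-05) and CK202188 3.91-fold (log2 change 1.97, standard error 0.14, adjusted p = 1.7e-07). From 0 to 12 HAI neither passed (adjusted p = 0.0545 and 0.479), but both rose with the array medians set equal or the arrays scaled to either set of controls, and BJ272365 also with 64 added, an intensity trend, the dim probe sets left out or without replicate 1 of 0 HAI.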

### Activation of photosynthesis genes

Our results showed that the photosynthetic apparatus was gradually integrated into the seed at about 48 HAI, indicating that subsequent (after 48 HAI) growth depends not only on mobilization of energy reserves, but also on photosynthesis. Genes related to photosynthesis, including light reaction, photorespiration and the Calvin cycle, begin to be largely activated at 48 HAI. 

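At 48 HAI, LOC543290 (PsbP) was at 1124 ± 31.5 (SD, n = 3) against 41.8 ± 45.8 in the dry seed (log2 change 4.58, standard error 0.49, adjusted p = 8.16e-06), and LOC543291 (PsbO) at 1040.1 ± 56.5 against 118 ± 9.35 (log2 change 2.98, standard error 0.15, adjusted p = 7.99e-09). Both encode subunits that stabilize water splitting in photosystem II. petC, of the electron transport between the photosystems, reached 1199.98 ± 82.9 from 113 ± 67.2 (log2 change 3.43, standard error 0.39, adjusted p = 1.33e-05), and the Rubisco gene rbcL was at 35948 ± 1519 against 13220.2 ± 799. Another, dim probe set of rbcL rose at least 3.14-fold from 23.6 at 36 HAI to 122 at 48 HAI (log2 change 2.04, adjusted p = 0.0435). LOC542826, for a protein with a plastocyanin-like domain, had its highest mean of 763 ± 57.9 at 36 HAI and fell to 285 ± 28.2 at 48 HAI (log2 change -1.37, standard error 0.24, adjusted p = 0.00314), and LOC778392, with the same domain, was at 826 ± 47.3 against 4566 ± 664 in the dry seed (adjusted p = 2.47e-08). The set of 5 photosynthesis genes was higher at 48 HAI than in the dry seed (median log2 change 2.98, camera adjusted p = 0.000648), but not with the correlation estimated (adjusted p = 0.0556), and 4 of its members rose, also when adjusted over the list alone. From 36 to 48 HAI the set rose (median 0.51, adjusted p = 0.0233, and 0.162 with the correlation estimated), while with the arrays scaled to their poly-A controls that median was -0.21.

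**Figure D5:**
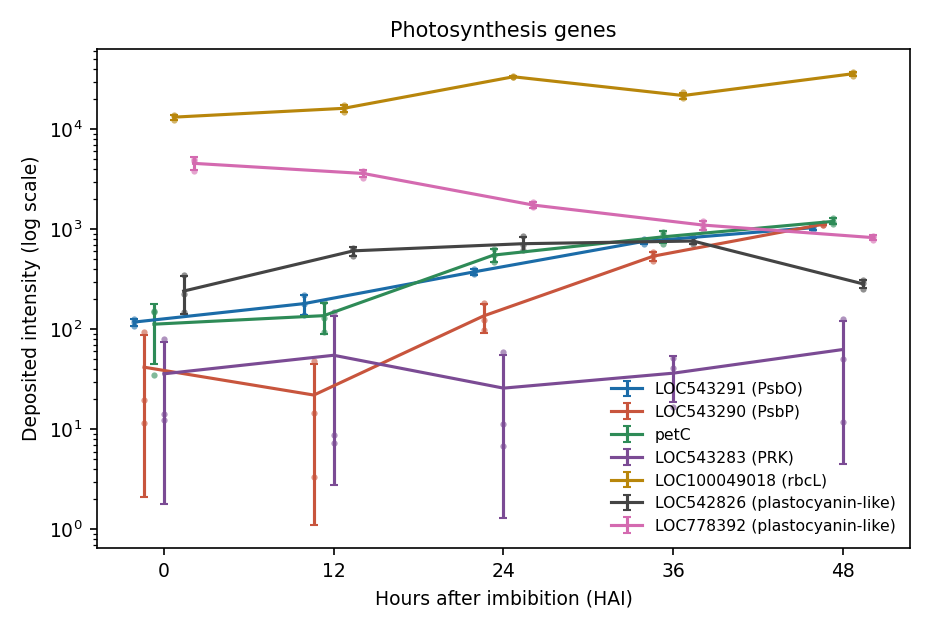
Intensities of 7 genes listed under photosynthesis on a log axis against hours after imbibition. Arrays are shown as points, stage means are joined by lines and SD are bars, whose lower end is kept above 0. LOC542826 and LOC778392 are described only by a plastocyanin-like domain, which alone does not show that they act in photosynthesis. LOC543290 climbs from 22.0 at 12 HAI to 1124 at 48 HAI.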

Tetrapyrroles have been shown to be important to photosynthesis [59]. As reported in barley [24], during 36 to 48 HAI, the tetrapyrrole synthesis genes as well as photosynthesis genes were activated (Figure 4 and 5). In this period, two genes encoding protochlorophyllide reductase and uroporphyrinogen decarboxylase related to tetrapyrrole synthesis displayed significantly upregulated expression (Figure 4). Photosynthesis uses chlorophylls to convert light to chemical energy, and the protochlorophyllide reductase and uroporphyrinogen decarboxylase are key enzymes that synthesize the chlorophylls; consequently, we can deduce that tetrapyrrole is the intermediate product of chlorophyll synthesis, and the tetrapyrrole could regulate photosynthesis by regulating the chlorophylls.

### Activation of defense genes

Seed development and maturation are accompanied by increased desiccation tolerance [60]. When placed in water, due to the change in external environment, wheat seeds are able to activate a series of mechanisms to respond to many biotic and abiotic stresses during germination (Additional file 9: Figure S4). 

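LOC543421, for a class II small heat shock protein that keeps other proteins from aggregating, fell 10.5-fold between 12 and 24 HAI (log2 change -3.39, standard error 0.15, adjusted p = 5.76e-09). LOC543404, of the same class, fell from 5472 ± 278 (SD, n = 3) to 615 ± 52.3 (log2 change -3.12, standard error 0.12, adjusted p = 1.84e-09), and LOC543416, of the Hsp20 family, from 2255 ± 197 to 323 ± 46.4 (log2 change -2.75, standard error 0.15, adjusted p = 4.21e-08). All 5 small heat shock protein genes fell from 0 to 12 HAI and from 12 to 24 HAI, also when adjusted over the list alone. Of these, 4 entered through the study's own table of changed genes and are not independent evidence. The set fell from 12 to 24 HAI (median log2 change -2.75, camera adjusted p = 2.47e-06). From 0 to 12 HAI it fell as well (median -1.47, adjusted p = 1.64e-05), while with the arrays scaled to their poly-A controls that median was 0.13. At 48 HAI all 5 genes were below the dry seed (median -4.59, adjusted p = 4.87e-06).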

Cells recognize external stresses and induce many signal proteins, including signaling receptor kinases, light-related proteins, calcium-dependent protein kinases, G-proteins and 14-3-3 proteins (Additional file 10: Figure S5). Studies have found that the tolerance of water, salt, hypoxic, cold stress, and wound or pathogen responses require changes in gene expression [61]. Our results showed that the transcripts of these signal proteins accumulated during germination and that the expression of most genes was upregulated in early germination, thus demonstrating that stress response is mainly regulated by genes. The resumption of respiratory activity, which can be detected within minutes, is one of the first changes upon imbibition [7]. Genes for glutathione peroxidase, redox metabolism and super oxide dismutase, which are involved in scavenging reactive oxygen species (ROS), were reported to be activated during seed germination at 48 HAI in barley [24]. ROS play a pivotal role as triggers of gene expression during biotic and abiotic stresses [49]. In our results, the transcriptional activation of genes for the redox state, peroxidase and glutathione-S-transferase was induced by the respiratory burst. 

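LOC100037523, for the glutathione S-transferase GSTF2 that joins glutathione to toxic compounds, rose from 7323 ± 159.5 (SD, n = 3) at 12 HAI to 15181 ± 683 at 24 HAI (log2 change 1.05, standard error 0.14, adjusted p = 8.46e-05). LOC542994, described as another glutathione S-transferase through a weak match to a rice gene, was at 3774 ± 178 and 9649 ± 114. LOC542993, for GSTU6, ran the other way, with a rise from 1738 ± 371 in the dry seed to 3699 ± 741 at 12 HAI (log2 change 1.08, standard error 0.27, adjusted p = 0.0128), which did not pass without replicate 3 of 12 HAI, and a fall to 1412 ± 185 at 24 HAI (log2 change -1.37, standard error 0.27, adjusted p = 0.00193). LOC543108 (PER1), for a peroxidase of the seed, was at 41204 ± 2284 at 0 HAI and 8871 ± 143 at 48 HAI (log2 change -2.21, standard error 0.11, adjusted p = 6.54e-09). Of these 4 genes, 3 of which entered through the study's own table and are not independent evidence, 2 rose and 1 fell between 12 and 24 HAI, or 3 and 1 when adjusted over the list alone, and the set did not pass (median log2 change 0.65, camera adjusted p = 0.155). Between 36 and 48 HAI the set fell (median -0.64, adjusted p = 0.000648), but not with the correlation estimated (adjusted p = 0.0526). LOC606328 (Prx1), outside this list, was at 206 ± 47.5 at 24 HAI and 1294 ± 94.2 at 48 HAI.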

Their expression was largely emerging at about 24 HAI, a little earlier than in barley.

Plant hormones regulate plant growth and mediate responses to both biotic and abiotic stresses [62]. In the hormone signal pathways, besides the participation of two major players (abscisic acid and gibberelin) in controlling germination events, other hormones are involved in an intricate interaction web regulating wheat seed germination [24]. Studies revealed that abscisic acid (ABA) is a positive regulator of dormancy and a negative regulator of germination, whereas gibberelin (GA), ethylene and brassinosteroids (BA) promote seed germination and counteract ABA effects in eudicot seeds [63]. 

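LOC542951, for a factor that binds the abscisic acid response element and so carries the hormone's signal, was at 8426 ± 828 (SD, n = 3) at 0 HAI and 12168 ± 456 at 12 HAI (log2 change 0.53, standard error 0.12, adjusted p = 0.0075). It fell to 2592 ± 183 at 24 HAI (log2 change -2.23, standard error 0.12, adjusted p = 4.51e-08) and to 1207 ± 105 at 36 HAI (log2 change -1.09, standard error 0.12, adjusted p = 0.000211). CA485875, for a protein induced by abscisic acid, had 7146 ± 624, 11275 ± 549 and 1166 ± 124 at 0, 12 and 24 HAI, a fall between 12 and 24 HAI (log2 change -3.26, standard error 0.14, adjusted p = 5.85e-09). No gene of abscisic acid synthesis had a name on the probe sets.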

Our results showed that most ABA biosynthetic genes were upregulated slightly from 0 to 12 HAI due to the breaking of dormancy, then downregulated sharply during later germination stages (Additional file 10: Figure S5). However, GA, BA and ethylene biosynthetic genes were largely upregulated from the beginning to the end of wheat seed germination. These results indicate that the regulation of plant hormones appears to be similar in both eudicot and monocotyledon seeds. In addition, the ubiquitin-proteasome pathway has been shown to play a surprisingly important role in hormone signaling [62]. 

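LOC543325 (GA20ox1d), whose enzyme makes the precursors of active gibberellin, rose from 27.3 ± 3.07 (SD, n = 3) at 0 HAI to 95.6 ± 16.6 at 12 HAI (log2 change 1.36, standard error 0.16, adjusted p = 5.75e-05) and 357 ± 18.0 at 24 HAI (log2 change 1.75, standard error 0.16, adjusted p = 3.25e-06). The homoeologous gene LOC543326 (GA20ox1b) rose between 12 and 24 HAI (log2 change 2.21, standard error 0.32, adjusted p = 0.000174), and LOC543327 (GA20ox1a) was at 27.7 ± 31.0 at 0 HAI and 173 ± 25.0 at 48 HAI (log2 change 2.33, standard error 0.41, adjusted p = 0.000573). At 48 HAI all 3 of these 20-oxidase genes, chosen from the wheat gene names, were above the dry seed, also when adjusted over the list alone, and the set rose (median log2 change 2.39, camera adjusted p = 0.00624, and 0.0494 with the correlation estimated). With the arrays scaled to their poly-A controls this set did not pass (median 3.05, camera adjusted p = 0.0636). From 0 to 12 HAI 1 of the 3 rose, or 2 when adjusted over the list alone, and the set rose (median 1.22, adjusted p = 0.0282), but not with the correlation estimated (adjusted p = 0.0866).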

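CA620843, for the ubiquitin-activating enzyme E1, rose 5.01-fold from 400.1 ± 113 (SD, n = 3) in the dry seed to 2014 ± 103 at 12 HAI (log2 change 2.33, standard error 0.18, adjusted p = 1.39e-06) and to 8187 ± 241 at 24 HAI (log2 change 2.02, standard error 0.18, adjusted p = 2.31e-06). BQ483620, for a polyubiquitin, fell from 1698 ± 170.1 to 328 ± 85.8 at 12 HAI (log2 change -2.35, standard error 0.30, adjusted p = 0.000114), and so did the polyubiquitin gene BJ291458 (log2 change -1.69, standard error 0.36, adjusted p = 0.00514), whose fall did not pass with either control scaling. BQ483620's fall did not pass with the arrays scaled to their poly-A controls. Of these 3 genes, all taken from the study's own table and so not independent evidence, 1 rose and 2 fell at 12 HAI, also when adjusted over the list alone, and as a set they did not pass (median log2 change -1.69, camera adjusted p = 0.796).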

Our results indicated that the ubiquitin-dependent protein degradation started at the very beginning of germination, closely following imbibition (Figure 4). The degradation of these proteins is obviously earlier than that of the storage proteins and starch, which might be a precondition for seed germination, as discovered in rice [17].

Mitogen-activated protein kinases (MAPK) are serine/threonine-specific protein kinases that are activated by a variety of stress stimuli, including osmolarity, drought, temperature, salinity, pathogen infection, wounding and ROS, and modulate cellular activities such as proliferation, gene expression, differentiation, mitosis, cell survival and cell death [64,65]. Studies have reported that most of the substrates for stress-activated MAPKs were transcription factors in animal and yeast cells and plants [66,67]. During wheat seed germination, the expression of many transcription factors (TFs) related to biotic and abiotic stresses changed significantly, such as the ethylene-responsive element binding protein family (ERF TFs), the bZIP transcription factor family (bZIP TFs), the WRKY domain transcription factor family (WRKY domain TFs) and the MYB transcription factor family (MYB TFs). 

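LOC606369, for a bZIP transcription factor of the family that includes regulators of hormone response, rose 5.08-fold from 159 ± 52.9 (SD, n = 3) at 0 HAI to 851 ± 79.4 at 12 HAI (log2 change 2.35, standard error 0.22, adjusted p = 9.38e-06), and the bZIP gene CD373723 rose from 119 ± 18.8 to 296 ± 34.1 (log2 change 1.21, standard error 0.17, adjusted p = 0.000269). CA608693, for a protein with a MYB-like DNA-binding domain, fell 7.31-fold from 3881 ± 334 to 521 ± 85.3 (log2 change -2.87, standard error 0.29, adjusted p = 1.43e-05). LOC780670, for the MYB-related factor Myb4, was at 17328 ± 1220.03 and 16277 ± 672 and did not pass (log2 change -0.09, adjusted p = 0.595). These 4 genes are of the bZIP and MYB families. The list of WRKY, MYB, bZIP and ERF genes held no gene named as WRKY or ERF. CA688294, described by an AP2 domain, was not on that list. All 4 listed genes came from the study's own table and so are not independent evidence. Of them, 2 rose and 1 fell at 12 HAI, also when adjusted over the list alone. As a set they did not pass (median log2 change 0.56, mean 0.15, camera adjusted p = 0.33). Between 12 and 24 HAI, 0 rose and 2 fell.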

As found in barley [24], these TFs were all upregulated in early seed germination, indicating their essential roles. Related studies showed that the activation of a MAPK can lead to the phosphorylation of transcription factors, which in turn activate gene expression [64]. In tobacco, MAPKs can induce expression of defense genes [68]. MAPKs receive hormonal and other signals and mediate the transcription factors through the MAPK cascade reaction, and then these transcription factors regulate defensive genes encoding stress-related proteins’ responses to external biotic and abiotic stresses. 

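LOC543422 (PRB1-3), for a pathogenesis-related protein of the PR1 type, fell from 19786 ± 300.5 (SD, n = 3) in the dry seed to 5005 ± 95.5 at 12 HAI (log2 change -1.98, standard error 0.10, adjusted p = 3.59e-08) and rose to 15332 ± 447 at 24 HAI (log2 change 1.61, standard error 0.10, adjusted p = 1.07e-07). LOC543330, for the glucan endo-1,3-beta-glucosidase GII that attacks fungal walls, fell by 2.54 in log2 at 12 HAI (standard error 0.26, adjusted p = 1.92e-05) and rose by 3.08 between 12 and 24 HAI (standard error 0.26, adjusted p = 1.78e-06). LOC543292 (PR5), for a thaumatin-like protein, fell at least 7.96-fold from 270.05 ± 104 to 12.7 ± 9.00 (log2 change -3.29, standard error 0.32, adjusted p = 1.04e-05). LOC780595 (GLU1A), for the beta-glucosidase that frees defensive benzoxazinones, rose 15.0-fold between 12 and 24 HAI, from 164 ± 26.9 to 2682 ± 326 (log2 change 3.91, standard error 0.20, adjusted p = 2.69e-08). Of 5 defense protein genes, 4 of which entered through the study's own table and are not independent evidence, 0 rose and 4 fell at 12 HAI, also when adjusted over the list alone. The set fell then (median log2 change -0.91, camera adjusted p = 0.000428), while with the arrays scaled to their poly-A controls that median was 0.69. Of 5 defense genes taken by their wheat names, PR5 among them, 1 rose and 1 fell at 12 HAI, also when adjusted over the list alone, and that set did not pass (median -0.62, adjusted p = 0.673). Between 12 and 24 HAI 3 of the first 5 rose and 2 fell (median 0.51), while of the 5 by wheat names 1 rose and 4 fell (median -1.29), also when adjusted over each list alone, and neither set passed (adjusted p = 0.249 for both).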

In the current study, the expression of many proteins and pathways related to defense genes, such as cell wall synthesis, beta glucanase PR-proteins, proteolysis and secondary metabolites, were gradually upregulated in early germination, which could protect germinating seeds from the damages of biotic and abiotic stresses (Additional file 9: Figure S4).

## Conclusion

We used transcriptome approaches to characterize gene expression changes through the five stages of seed germination in elite Chinese bread wheat cultivar Jimai 20. Microarray analysis allowed us to detect a large number of genes related to seed germination. The wheat seed germination process included three distinct phases, and a large number of genes involved in seed germination were classified into different functional groups. MapMan and hierarchical cluster analyses yielded a global glance at the changes in gene expression profiles during seed germination. These analyses revealed many important metabolisms (e.g., energy reserves mobilization, the TCA cycle, oxidative phosphorylation, mitochondrial electron transport, photosynthesis and cell wall metabolism) and functional groups (e.g., cellular processes, hormones and signaling, and transporting) involved in seed germination. The co-regulations of the related genes guaranteed regular seed germination. In addition to obvious global changes during seed germination, KEGG and co-expression net analysis revealed the interrelations of many significant filtered differential expression genes, which led to discovery of some pivotal genes and their roles in the seed germination. qRT-PCR analysis further validated the expression patterns of some significant genes. Our transcriptome-level results provide new insights into the thoroughly metabolic changes of seed germination as well as the relationships between some significant genes.

## Methods

### Plant material and seed germination

Elite Chinese bread wheat cultivar (*Triticum aestivum* L.) Jimai 20, with superior gluten quality and high yield performance [34], was used in this study. Seeds with similar sizes and weights were selected as the experimental material. Seeds were washed with distilled water three times and imbibed in distilled water in the dark. After 12 HAI, the seeds were incubated at room temperature. During the germination process, five periods of germination were investigated, including group I (seeds without absorbing water), group II (seeds imbibed water for 12 hours), group III (radicles broken through the episperm about for 24 hours), group IV (one radicle and germ obvious about for 36 hours) and group V (green germ and three radicles visible for about 48 hours). Changes in 1,000-seed weight were tested during five germination stages. Prior to weighing, seeds were paper-blotted for 10 seconds. Samples for morphology and scanning electron microscope (SEM) observation were collected and fixed in different stationary liquids. Collected seeds were stored at -80°C prior to RNA extraction. Three biological replicates for five germination stages were used for microarray hybridization.

### Morphology and SEM observation

The fixed samples were used for morphological observation by stereo microscope. For SEM observation, seeds collected from FAA stationary liquid (50% ethanol 89 ml + glacial acetic acid 6 ml + methanal 5 ml) were fixed with 100 ml for more than 24 hours. Then fixed materials were treated by a series of dehydration solutions (95% ethanol, 100% ethanol, 75% ethanol + 25% isoamyl acetate, 50% ethanol + 50% isoamyl acetate, 25% ethanol + 75% isoamyl acetate, 100% isoamyl acetate, each for 10–20 min). After dehydration, the seeds were treated stepwise for 15 min in mixtures of ethanol and isoamyl acetate with ratios 3:1, 1:1 and 1:3, and finally were soaked in isoamyl acetate for 80 min. After critical point drying, they were observed with a SEM S-4800 FESEM (Hitachi, Japan).

### RNA isolation and microarray hybridization

Total RNA was extracted using prechilled Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s directions with some modifications. The RNA was further treated with DNase to remove potential genomic DNA contamination, and integrity and concentration were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) with 260/280 absorbance ratios of approximately 2.0. Total RNAs were incubated with Oligo dT/T7 primers and reverse-transcribed into double-stranded cDNA. The amplified RNAs were purified and labeled by biotin with Affymetrix’s IVT labeling kit. The biotinylated cDNAs were fragmented and hybridized to the Affymetrix GeneChip® Wheat Genome Array (Affymetrix, Inc., Santa Clara, CA) for 16 hours. After washing and staining, the results were scanned and recorded.

### Data treatments and significant differential gene analysis

The microarray imaging data were analyzed with Microarray suite version 5.0 (Affymetrix Inc.), followed by Spotfire (Spotfire, Somerville, MA). Raw data (CEL files) were normalized at transcript level using the Statistical Algorithm (MAS 5.0 Algorithm). The MAS 5.0 algorithm uses the Tukey’s biweight estimator to provide a robust mean Signal value, the Wilcoxon’s rank test to calculate a significance or p-value and Detection call for each probe set. Background estimation is provided by a weighted average of the lowest 2% of the feature intensities. Mismatch probes are utilized to adjust the perfect match (PM) intensity. Linear scaling of the feature level intensity values, using the trimmed mean, is the default to make the means equal for all analyzed arrays. The MAS 5.0 algorithm (also known as the Statistical Algorithm) analyzes each array independently; as a result, individual probe-specific affinities cannot be considered, and the ability to detect small changes between experiment and control samples is reduced compared with either RMA or PLIER. The primary use of the MAS 5.0 algorithm is to obtain a quick report regarding the performance of the arrays and to identify any obvious problems before submitting the final set of arrays to one of the multichip analysis methods (RMA, PLIER).

The expression of genes adopted a connected loop design for comparative analysis between two time points. Microarrays were performed in triplicate for each time point, and results revealed that the correlation between the replicates for each time point was greater than 0.98. 

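At 24 HAI the replicates of LOC732714 (H2A-9), for a core histone, lay close together at 21437 ± 527 (SD, n = 3). That closeness describes this stage only, not the gene at its other stages. Dim genes such as LOC543283 (PRK), for phosphoribulokinase, varied widely, with 55.0 ± 81.4 at 12 HAI. Over all 61179 probe sets, the 15 pairs of replicates correlated at r = 0.930 to 0.969 in log2 (median 0.962) and at 0.988 to 0.998 on the deposited linear scale, where the brightest genes dominate. Without the dimmest 40% of the probe sets, the range in log2 was 0.943 to 0.971. The 90 pairs of arrays from different stages correlated at 0.800 to 0.959 in log2.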

To accurately estimate the per-group gene expression value, differentially expressed probe sets from different germination phases were filtered by ANOVA and corrected by the random variance model (RVM) [69-71]. The gene expression value was the geometric mean of the Robust Multichip Average (RMA) normalized gene signals of 3 samples per time point. The false discovery rate (FDR) was estimated to determine whether certain probe sets were actually significant by repeating the comparison test and the permutation test 1,000 times; FDR aimed to assess the significance of a particular sample having occurred by random chance. The differentially expressed probe sets were selected by two parameters (*p*-value < 0.05 and FDR < 0.05).

STC (Series Test of Cluster) is implemented entirely in Java. The clustering algorithm first selected a set of distinct and representative temporal expression profiles. These model profiles were selected independent of the data. The clustering algorithm then assigned each gene passing the filtering criteria to the model profile that most closely matched the gene’s expression profile as determined by the correlation coefficient. Because the model profiles were selected independent of the data, the algorithm could then determine which profiles had a statistically significant higher number than genes assigned using a permutation test. This test determined an assignment of genes to model profiles using a large number of time point permutations. It then used standard hypothesis testing to determine which model profiles had significantly more genes assigned under the true ordering of time points compared with the average number assigned to the model profile in the permutation runs. Significant model profiles can be analyzed independently or grouped together based on similarity to form clusters of significant profiles [72-74].

Cluster 3.0 was used for hierarchical cluster analysis. MapMan has been shown to be an effective tool to map transcriptome data, define functional categories, and perform time course analyses for identifying significantly overrepresented functional groups. MapMan analysis was mainly based on the barley reference [24]. MapMan BIN was inferred based on both automatic and manual annotations.

The microarray data used in this study have been deposited in the NCBI GEO database and are accessible through GEO Series accession number GSE49821 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE49821).

### Signal-net analysis

Signal network maps were constructed by Java in the KEGG database. If there was confirmative evidence that two genes interacted with each other, an interaction edge was assigned between them [75-77]. In the networks, the nodes were mainly genes (protein, compound, etc.) and edges representing relation types between the nodes; e.g., activation or phosphorylation. Degree was defined as the sum of connection strengths with the other network genes: $K_{i}=\sum_{u\neq i}a_{\mathrm{ui}}$. For a gene in the network, the number of source genes of a gene was called the indegree of the gene, and the number of target genes of a gene was its outdegree. After each gene was ranked according to its degree from high to low, the network focal points represented the genes that had the highest value of degree. These genes had the greatest impact on the structure of the whole network and the relationships among other genes.

### Pathway and path-net analysis

Similarly, pathway analysis was used to find out the significant pathways of the differentially expressed genes according to the KEGG, Biocarta and Reatome databases. Still, the two-side Fisher’s exact test and *x*^2^test were used to classify the significant pathways, and the threshold of significance was defined by *p*-value < 0.05 and FDR < 0.05. The FDR value was used to correct the *p*-value [78-80].

The Path-Net was the interaction net of the significant pathways of the differential expression genes and was built according to the interaction among pathways of the KEGG database to find the interaction among the significant pathways directly and systemically. It could summarize the pathway interaction of differential expression genes and determine why a certain pathway was activated [79].

### Construction and topological attributes of co-expression networks

In biological processes, gene co-expression networks can be constructed from functional gene associations to identify gene interaction. For each pair of genes, we calculated the Pearson correlation and chose significant correlation pairs with which to construct the network [81]. In the network, cycle nodes represent genes, and edges between two nodes represent interactions between genes. The purpose of network structure analysis is to locate core regulatory factors (genes) that connect most adjacent genes and have the highest k-core values, or degrees values. A k-core of a network is a sub-network in which all nodes are connected to at least k other genes in the sub-network. As a result, the rank of a k-core value describes the complexity of the gene association relationship. The maximum core order is termed the main core or the highest k-core of the graph [82]. Cycles with identical colors are part of the same subgraph [83,84]; moreover, to study various properties of networks, degree centrality is also an important measure of gene centrality within a network built to determine relative importance. Degree centrality is defined as the link numbers one node has to another.

### Quantitative real-time PCR (qRT-PCR)

Differential expression genes were verified by qRT-PCR. After RNA isolation, first-strand cDNA was synthesized in a 20-μl volume containing 0.5 μl AMV reverse transcriptase (Promega), 0.5 μl RNase inhibitor (Promega), 1 μl oligo dT primer, 2 μl dNTP mixture, 4 μl MgCl2 (25 mM), 2 μl 10× reverse transcriptase buffer and 4 μl RNA sample. The reaction mixture was incubated at 42°C for 60 min.

A double standard curve method was used to detect gene expression levels. ADP-ribosylation factor was used as the internal control, which was identified as one of the most stably expressed genes [85]. Gene-specific primers were designed using Primer 5.0, and their specificities were checked by the melting curves of the RT-PCR products. Each qRT-PCR reaction was performed in 20-μl volumes containing 10 μl 2 × SYBR Premix Ex Taq (TaKaRa), 2 μl 50-fold diluted cDNA, 0.4 μl of each gene-specific primer, and 7.2 μl ddH2O. PCR conditions were as follows: 95°C for 3 min, 45 cycles of 15 sec at 95°C, 57°C for 15 sec and 72°C for 20 sec. Three replicates were used for each sample. Reactions were conducted in a CFX96 Real-Time PCR Detection System (Bio-Rad). All data were analyzed with CFX Manager Software (Bio-Rad).

## Abbreviations

ABA: Abscisic acid; ADH: Alcohol dehydrogenase; ALDH: Aldehyde dehydrogenase; BA: Brassinosteroids; FA: Fatty acid; FDR: False Discovery Rate; GA: Gibberelin; HAI: Hour after imbibition; HCA: Hierarchical cluster analysis; IDH: Isocitrate dehydrogenase; KEGG: Kyoto Encyclopedia of Genes and Genomes; MAPK: Mitogen-activated protein kinases; PDC: Pyruvate decarboxylase; PDH: Pyruvate dehydrogenase; PPFK: Phosphofructokinase; PK: Pyruvate kinase; qRT-PCR: Real-time quantitative reverse transcriptional PCR; RMA: Robust Multichip Average; RVM: Randomized Variance Model; RAM: Root apical meristem; ROS: Reactive oxygen species; SEM: Scanning Electronic Microscope; SAM: Shoot apical meristem; SUSY: Sucrose synthase; STC: Series Test of Cluster; TF: Transcription Factor; UGPase: UDP-glucose pyrophosphorylase.

## Competing interests

This manuscript has no financial or non-financial competing interests.

## Authors’ contributions

YY and GG carried out all experiments and data analysis. LD and HY performed the preparation of RNA, cDNA, qRT-PCR and bioinformatics analyses. JL helped English writing and proofreading of the manuscript. LX and YY conceived the study, planned experiments, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 The diameter changes of A-type starch granules during five seed germination stages. The horizontal axis is seed germination periods, and the vertical axis is changes in diameter. Click here for file

Additional file 2: Table S1 Complete list of normalized expression values obtained from three experimental series based on independently grown plant material. Table S2. Overview of MapMan functional classes (BINs and subBINs) of the Affymetrix GeneChip® Wheat Genome Array. Table S3. Complete list of differentially expressed genes obtained from the whole list of normalized expression values based on *p*-value and FDR. Click here for file

Additional file 3: Figure S2 MapMan metabolism overview maps showing differences in transcript levels (12 versus 24 HAI and 36 versus 48 HAI) during seed germination (for further details, see legend to Figure 5). Click here for file

Additional file 4: Table S4 The genes list for the construction of signal network. Table S5. The complete list of rice gene sequence after blast base on the differential genes or EST sequence of wheat. Click here for file

Additional file 5: Table S6 The significant pathways list of pathway-net. Click here for file

Additional file 6: Table S7 The complete list of co-expression genes. Click here for file

Additional file 7: Table S8 Primer sequences used for quantitative RT-PCR (qRT-PCR). Click here for file

Additional file 8: Figure S3 The standard curve and melt peak of genes. Click here for file

Additional file 9: Figure S4 Mapman displays the expression of genes related with regulation and response to external environment between 12 HAI and 24 HAI during seed germination with some modification. Click here for file

Additional file 10: Figure S5 Mapman displays the regulation overview maps showing differences in transcript levels between 0 and 48 HAI during seed germination. On the logarithmic color scale, blue represents downregulated transcripts, and red represents upregulated transcripts. Click here for file

# Supplementary material for: Transcriptome analysis during seed germination of elite Chinese bread wheat cultivar Jimai 20
**Source:** BMC Plant Biol. 2014 Jan 13;14:20. doi: 10.1186/1471-2229-14-20
**Supplement:** Additional file 8: Figure S3 — The standard curve and melt peak of genes.

Figure S3

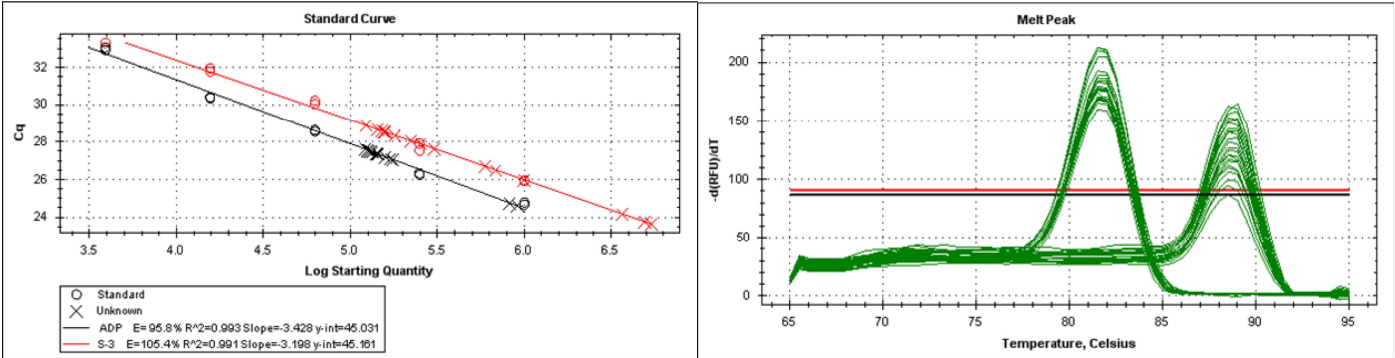

UTP-glucose-1-phosphate uridylyltransferase

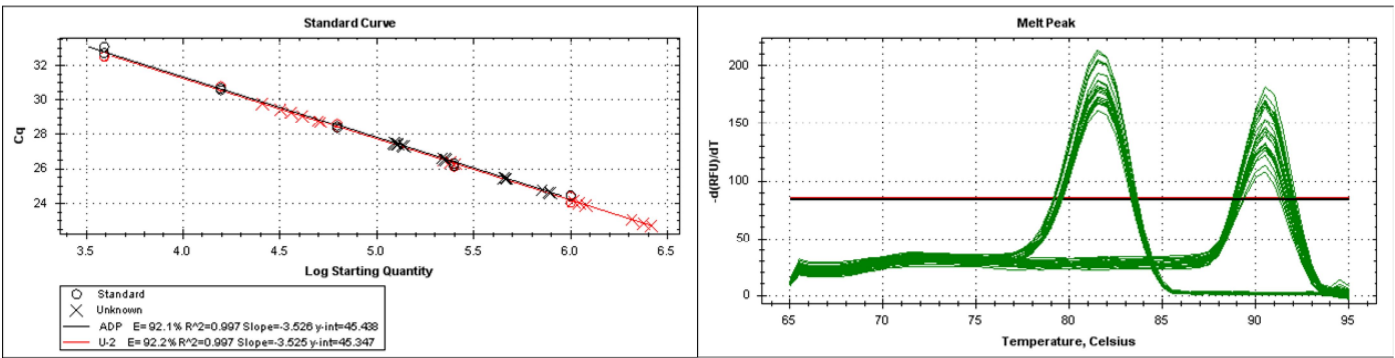

Hypothetical protein

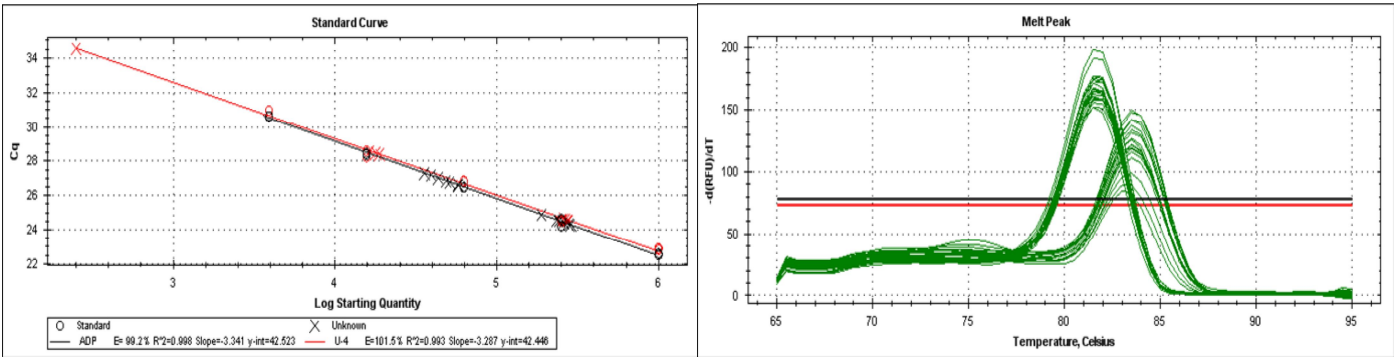

Histone H4

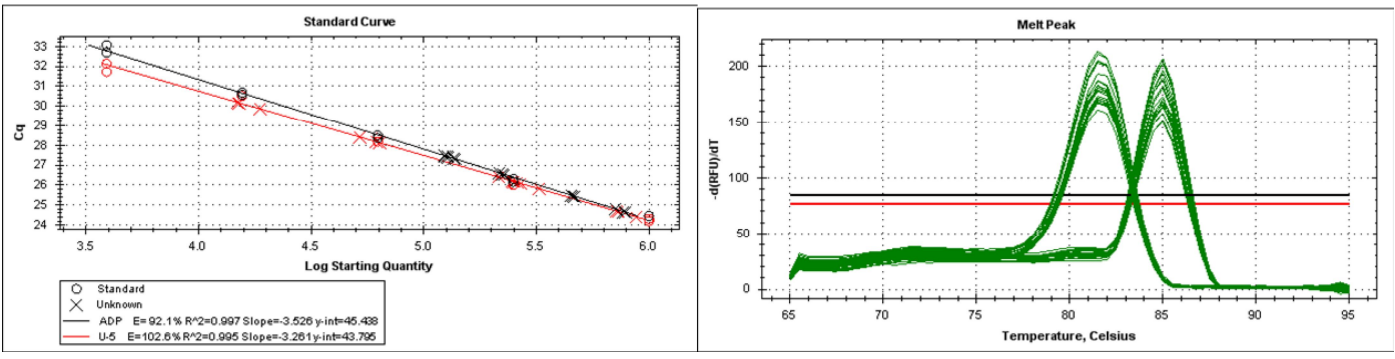

T-complex protein 1, delta subunit

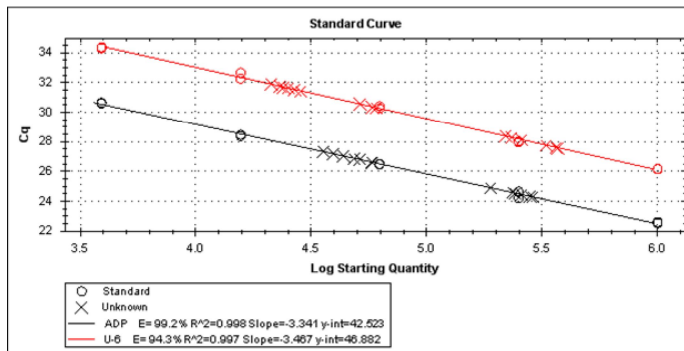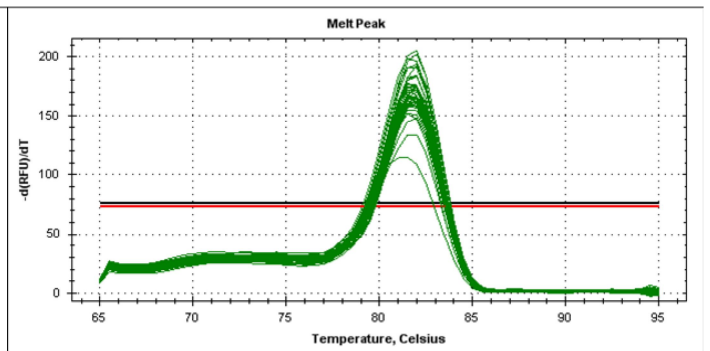

Ribosomal protein L13 containing protein

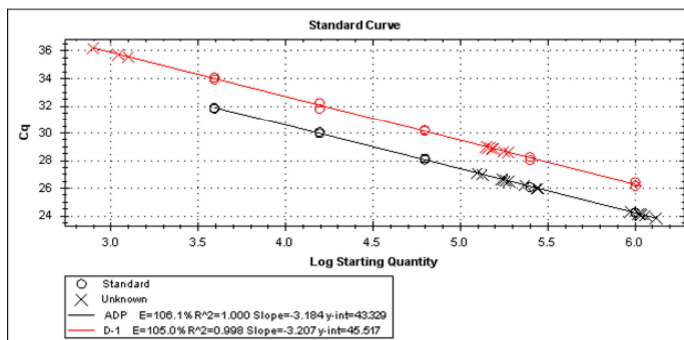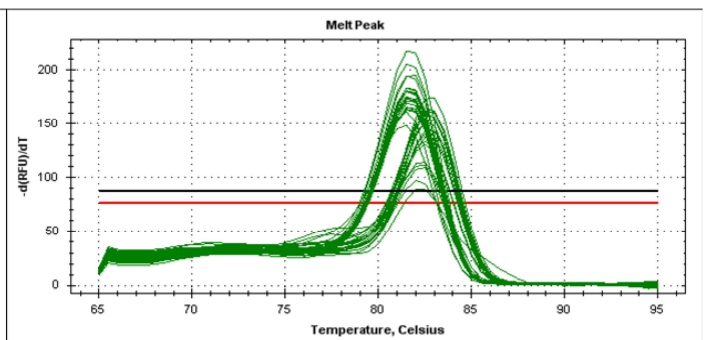

Embryonic abundant protein 1

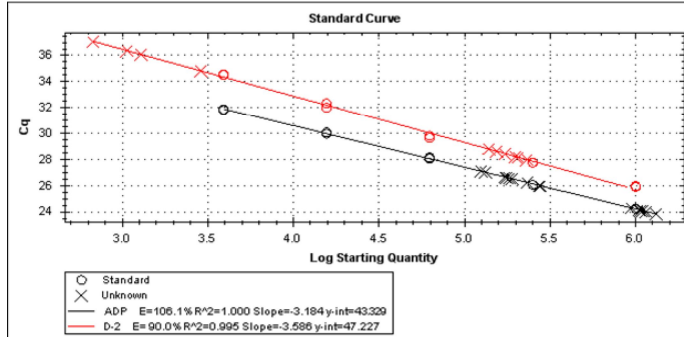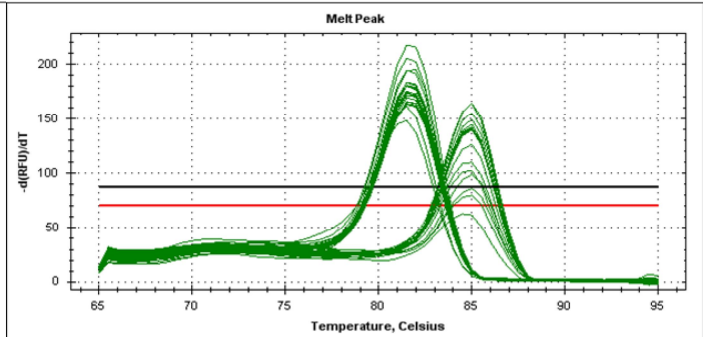

Vacuolar cation/proton exchanger 1b

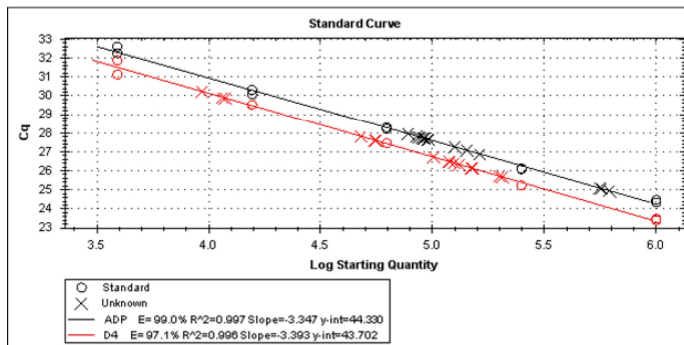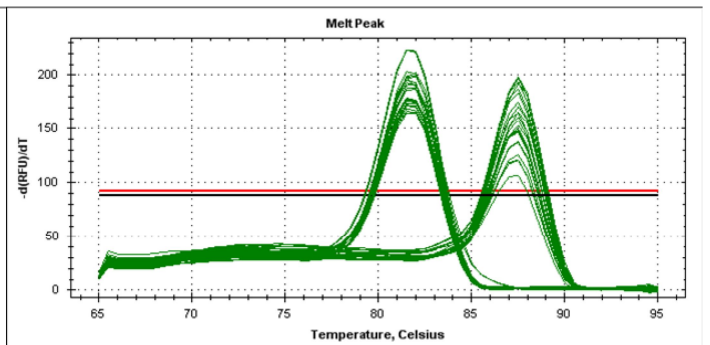

Late embryogenesis abundant protein Lea14-A

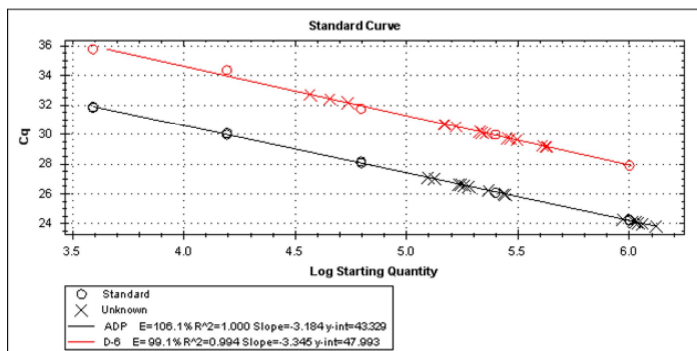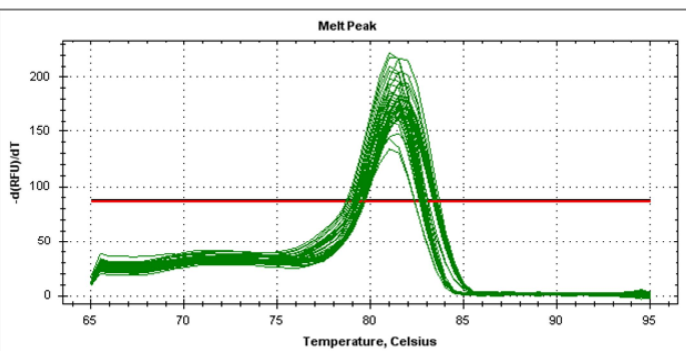

Aldehyde dehydrogenase family protein

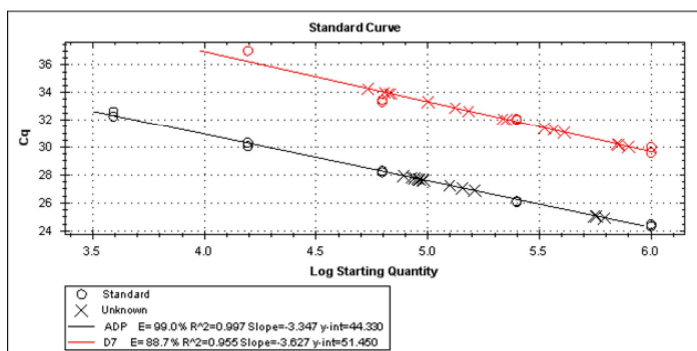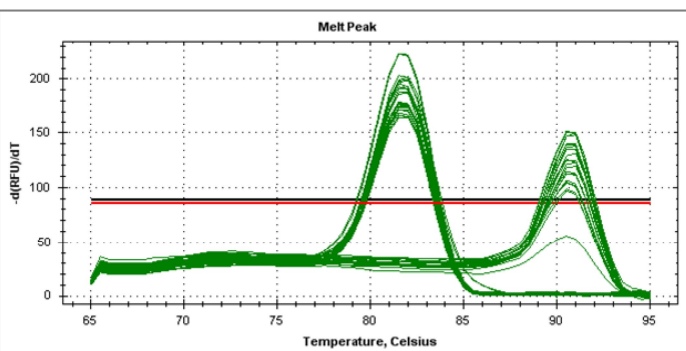

AP2 domain containing protein

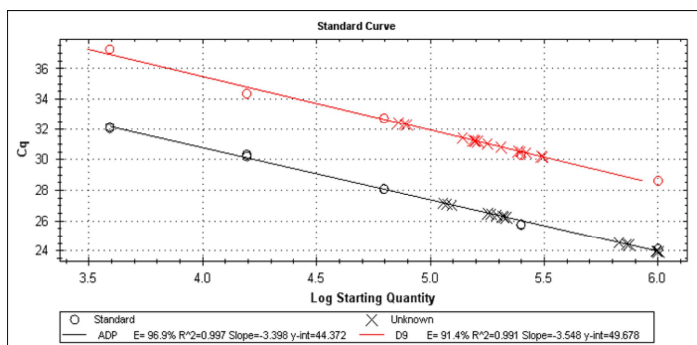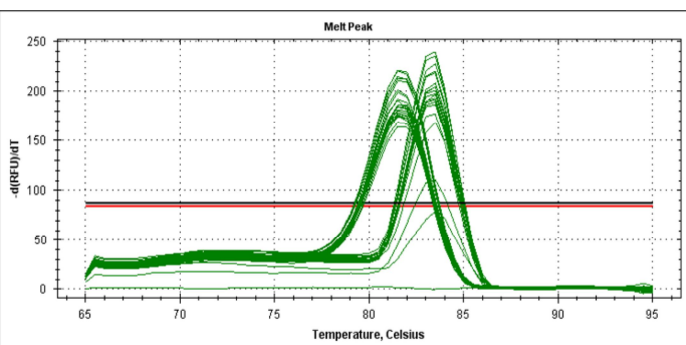

NAD dependent epimerase or dehydratase family protein

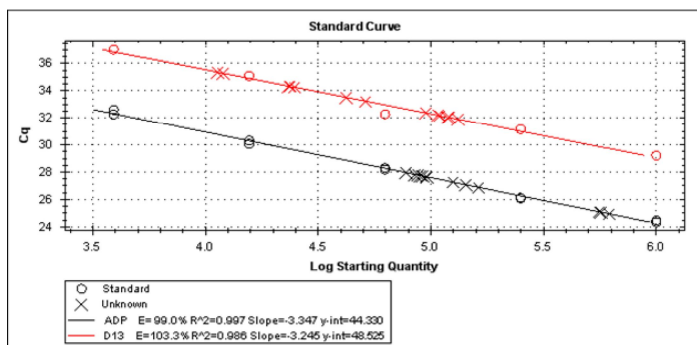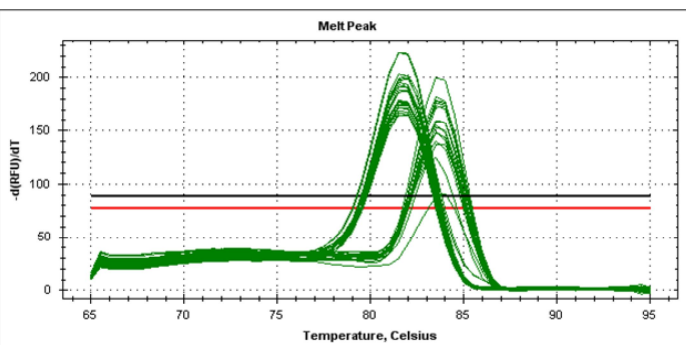

Polyubiquitin containing 7 ubiquitin monomers

How the deposited data were processed for this re-analysis (not part of the article)

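Total RNA from dry and imbibed seeds of the cultivar Jimai 20 was measured on 15 Affymetrix Wheat Genome Arrays, with 3 arrays for each of 5 stages (0, 12, 24, 36 and 48 HAI). The authors summarized each probe set with MAS 5.0 and deposited the signal as an intensity on a linear scale, scaled so that the trimmed mean of every array is nearly the same. Methods also names RMA for values per group, which the deposited intensity columns are not. No step before these values was repeated, since the image files were not given, and no read depth applies to arrays. The number of arrays limits the precision. All 15 columns were mapped to a stage and a replicate.

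The table held 61290 probe sets. The 111 control probe sets of the manufacturer were set aside, and 61179 were tested. A value of 16 was added before log2 was taken, so the log2 changes of dim probe sets depend on it. Where the mean of a stage was under an intensity of 32, a fold is given as a bound, from the mean log2 intensities without the 16 and with each value under 32 set to 32. A linear model with 5 stage means was fitted in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation of the variances without an intensity trend. A moderated F-test over the 4 contrasts with 0 HAI gave the probe sets that differ, and moderated contrasts gave 12 against 0 HAI, 24 against 12 HAI, 36 against 24 HAI, 48 against 36 HAI and 48 against 0 HAI. All p were adjusted over the 61179 probe sets with the Benjamini-Hochberg method for each test, with a threshold of 0.05. Standard errors are those of limma, SD are over the 3 arrays of a stage, and all tests are two-sided apart from the binomial test of the profiles. Of the 138 called pairs of a gene and a contrast given in the text, 138 had no overlap between the arrays of the stages compared, though many of them were chosen for a large change. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

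The steps were tested on simulated data made from the mean and residual SD of each real probe set, with known changes at 12 HAI put into probe sets above the 40th percentile of mean log2 value. In these data 41 of 100 probe sets changed 2-fold and 69 of 100 changed 4-fold were recovered, with 3 false calls among 113. Only 200 of the 61179 probe sets were changed, far fewer than were called in the real data. With so few, the adjusted threshold is stricter, so these rates are not the power of the real tests. The probe table given pairs 1273 probe sets with a gene symbol, and 59906 tested probe sets have none. With the wheat gene names of the reference, and the descriptions of Table S5 and Table S7, 324 probe sets had a name or description. The descriptions of Table S5 are matches to rice genes.

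The genes named were fixed by a rule: every accession of Table 1, Table S8 and the text, the 5 largest rises and 5 largest falls of each contrast among called probe sets with a name, and up to 3 members per gene list and contrast with the largest called change. The stage values of Table 1 had been seen when the rule was written. Of the 23 genes of Table 1, 10 were matched by accession or sequence cluster. The other 13 were matched by their stage values in Table 1, which lies outside the rule and is not independent of Table 1. The values of Table 1 were not equal to the deposited stage means, but differed from them by a factor per stage, and the genes fell into a pair of sets with different factors. For 0, 12, 24, 36 and 48 HAI the log2 factors were -0.31, -0.0060, 0.085, 0.10 and 0.088 in the first set and -0.64, -0.38, 0.0015, 0.14 and 0.11 in the second, taken from genes matched by accession or cluster. After the factors were applied, the largest deviation among the 13 genes matched by their stage values was 0.00183 in log2, and their next nearest probe set was at least 0.129 away. Of the 10 others, the matched probe sets of CK208119, CD490513, CA649522 and CD453856 deviated by 1.43, 0.95, 0.92 and 0.48. The step that made the factors is not described in the paper. Genes of Table S7 named outside the rule were chosen after their values were seen. The accessions BE398394, BE416493, BJ216862, BJ242162, BJ266952, BJ307684 and CA661266 were not matched to a probe set, and no value is given for them.

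The tests, the gene lists, the rule for named genes and the first alternatives were fixed before the data were examined. Of 33 lists fixed then, 7 had at least 3 members and were tested with camera at a preset correlation of 0.01, and 11 lists of wheat gene names were added after the probe table had been seen. All 90 pairs of a list and a contrast were adjusted together, and 37 passed, or 18 with the correlation estimated. The lists with 1 or 2 members were not tested. Their members gave these log2 changes from 0 to 48 HAI: sucrose degradation 2.73 (6-FEH), glycolysis 1.61 (GAPN) and 1.47 (LOC543487), alpha-amylase 0.62 (LOC543318), other starch breakdown 1.64 (LOC542862), photosynthesis 0.30 (LOC542826) and -2.43 (LOC778392), histones 5.44 (LOC606312) and 9.00 (LOC606310), cell wall loosening 2.55 (LOC543145) and 2.12 (CA610853), cell wall synthesis and degradation 2.15 (LOC542808), the tricarboxylic acid cycle 1.76 (CA599682), lipid breakdown 3.18 (BJ253228), abscisic acid -2.47 (LOC542951) and ethylene 3.54 (CK216168). 6-FEH is named as a fructan exohydrolase, so its value does not stand for sucrose degradation. Its probe set there is not the one in the list of fructan and sucrose hydrolases. Of the lists fixed beforehand, 14 had no member and gave no result. They were those of fermentation, beta-amylase, cysteine, aspartic and serine proteases, seed storage proteins, tetrapyrrole synthesis, and DNA replication and cell cycle. The rest were those of ribosomal proteins, tubulins, ATP synthesis, oleosins, aquaporins and gibberellin. An empty list does not show that no such gene had a name. Named genes of storage proteins, tubulins, ribosomal proteins and gibberellin synthesis were in the lists added later. LOC543318, counted under alpha-amylase, also carries the name of a beta-amylase.

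Time profiles were the 80 combinations of up, flat and down over the 4 steps, numbered as in Figure 3, and each probe set that differed was given the profile with the highest correlation. The number in each profile was set against the mean over all 120 orders of the stages with a one-sided binomial test, adjusted over the 80 profiles. The error of a group's share came from a jackknife over the 15 arrays. Stages were clustered by average linkage on the correlation of centred stage means across genes, which are not independent replicates. The pairs of Table S7 were recomputed with Pearson's r for 287 of 290, since the others lacked a matched probe set.

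The alternatives were quantile normalization, equal array medians, 1 or 64 added in place of 16, an intensity trend in the variance, only probe sets above the 40th percentile of mean log2 value, the replicate number as a block, each array left out in turn, an ordinary F-test, limits of 2-fold and 4-fold, fits on the 6 arrays of each comparison, the sign among the 2825 probe sets with the smallest p, and other linkages and scales. Scaling to the 9 hybridization control probe sets, scaling to the 12 poly-A control probe sets and leaving out the dry seed were added later. The network and pathway maps, functional bins, qRT-PCR, microscopy and protein data of the paper were left out, because their inputs are not among the values given.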

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

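The tests of a scaling factor per array, of the amount of messenger RNA and of the sucrose synthase control probe sets were chosen only after the results had been seen.

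Control probe sets for wheat genes, which the paper did not analyze, changed too. The 3', middle and 5' probe sets of sucrose synthase rose 12.3-, 12.3- and at least 8.14-fold from 0 to 12 HAI. CYP86-TA_3, for the 3' end of a cytochrome P450 of the CYP86 family, rose at least 5.27-fold from 0 to 12 HAI and at least 11.3-fold from 0 to 48 HAI, while the middle probe set of that transcript fell 3.24-fold and 1.95-fold and the 5' one fell 3.46-fold by 48 HAI and did not pass at 12 HAI, so the transcript has no common direction. Control probe sets are listed where they rose at least 4-fold and passed. Among the probe sets with a wheat gene name or a description from Table S5 or Table S7, each name taken once and the genes annotated only in Table 1 left aside, the 5 largest rises from 0 to 12 HAI were those of the linker histone gene LOC606310 (at least 118-fold), the hemoglobin gene LOC543085 (23.1-fold), the fructan exohydrolase gene LOC780575 (17.7-fold), GAPN (9.48-fold) and the EF hand gene CA651217 (7.49-fold).

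The peak of sucrose synthase at 12 HAI could come from brighter arrays at 12 HAI. These would raise the other control probe sets of wheat genes as well, but their median log2 change was -0.44, against 3.62 for sucrose synthase. Brightness shared by a whole array is thus no account of the rise in these values. The scaling of all arrays to nearly the same trimmed mean had fixed this outcome beforehand, so it is no separate test. More sucrose synthase transcript at 12 HAI is left as a hypothesis that was not tested. Which of the sucrose synthase genes of wheat the control probe sets measure is not known.

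More probe sets were lower than higher at 12 HAI (7807 against 6191), and a scaling factor per array, a higher background of dim probe sets in the dry seed or less messenger RNA in the dry seed might account for it. A scaling factor would move all percentiles of an array alike. Relative to the 90th, the 75th percentile moved by -0.11 in log2 (standard error 0.0164), beyond its spread but short of the limit of 0.2 set for an exclusion, and the 50th, among dimmer probe sets, by -0.55 (standard error 0.0626), so a scaling factor is not excluded. Without the dim probe sets the falls made up 51.7% of the calls, against 55.8% with them, which is consistent with dim probe sets as part of the imbalance. The poly-A controls, relative to the hybridization controls, were 0.93 higher in log2 at 0 than at 12 HAI (standard error 0.139), which would be found with less messenger RNA in the dry seed, but also with a different amount of control added, and that amount is not given. Whether more genes fell than rose per seed at 12 HAI therefore remains open.

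Random regrouping of the 15 arrays into 5 groups gave as many calls as the 29165 of the real groups in 1 of 100 regroupings, the real one, and the highest other was 14458, so chance can be excluded for the F-test. For the contrasts the splits of 6 arrays are too few to exclude chance: the real groups gave 13998, 17176, 3304, 6494 and 24986 calls for 12 against 0, 24 against 12, 36 against 24, 48 against 36 and 48 against 0 HAI, and the highest other of the 10 splits gave 46, 0, 2, 2 and 1.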

How the results depend on the processing

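The scalings to hybridization and poly-A controls, the fits without the dry seed, the lists of wheat gene names the smaller Expect for Table S5, the linear scale over 15 arrays for Table S7 and the match of 13 genes of Table 1 by stage values were chosen after the data were seen, and all other alternatives were planned. Of the 529 named pairs of a gene and a contrast, 439 kept their direction and their side of the threshold under every alternative chosen beforehand, 465 without any single array and 368 under the added alternatives, and of the 90 pairs of a list and a contrast 68, 84 and 70 did. The number of probe sets that differ was between 27697 and 28414 without any single array, 28712 with a replicate block, 26254 and 34992 with the scalings to hybridization and poly-A controls, and 23326 without the dry seed. Same-numbered replicates of different stages shared little noise (30 pairs, r of the residuals from -0.030 to 0.051, none over 0.1). Their median r was 0.014, against -0.0073 for the other pairs between stages. Of the 15 arrays, 9 correlated best with an array of their own number. Any pairing was thus weak, and the replicate block is not taken as a paired design. Where values moved, the cause was not tested, apart from the limits on size of change and the smaller sets, which lower a count by their own construction.

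Counts of higher and lower probe sets that moved by more than 1.5-fold are given by setting. Equal array medians gave 9691 and 2903 from 0 to 12 HAI and 8517 lower from 0 to 48 HAI. With 64 added, 2360 were higher from 24 to 36 HAI, with an intensity trend 2302 higher and 2955 lower, and without dim probe sets 2762 lower. Scaling to hybridization controls gave 11349 and 1428 from 0 to 12 HAI, 4926 lower from 12 to 24 HAI, 975 and 587 from 24 to 36 HAI, 436 higher from 36 to 48 HAI, 5241 lower from 0 to 48 HAI and 9318 lower in at least 1 step. Scaling to poly-A controls gave 26595 and 400 from 0 to 12 HAI, 13173 and 696 from 24 to 36 HAI, 424 and 20155 from 36 to 48 HAI, 24414 and 2249 from 0 to 48 HAI, and 31808 higher in at least 1 step. The fits on 6 arrays gave 3894 and 4236 from 0 to 12 HAI, 925 lower from 24 to 36 HAI and 1960 higher from 36 to 48 HAI. Signs among the 2825 smallest p gave 1413 and 1412 from 0 to 12 HAI, 1591 and 1.2e+03 from 12 to 24 HAI, 1168 and 1657 from 36 to 48 HAI, and 2397 and 2533 in at least 1 step. The limit of 2-fold gave 3395 and 4244, then 5439 lower, then 885 and 656, then 959 and 1481 for the successive steps, and 9377 and 10701 in at least 1 step. The limit of 4-fold left 10924 of the probe sets that differ. Without single arrays, 36 against 24 HAI gave 913 (without 24 HAI replicate 2) to 1672 (without 0 HAI replicate 1) higher, with 925, 945 and 957 without 24 HAI replicate 3, 36 HAI replicate 1 and 36 HAI replicate 2, and 1151 (without 24 HAI replicate 2) to 1893 (without 0 HAI replicate 1) lower, with 1182 without 24 HAI replicate 3. The count of higher probe sets from 36 to 48 HAI was 2024 (without 48 HAI replicate 2) to 3529 (without 0 HAI replicate 1), with 2078, 2106, 2129 and 2171 without 48 HAI replicate 1, 48 HAI replicate 3, 36 HAI replicate 1 and 36 HAI replicate 2.

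Shares of the profile groups I, II, III and IV, and of I and II together, moved by more than their jackknife error under these settings. Quantile normalization gave 26.7% for I, 5.36% for III and 50.2% for I and II. Equal array medians gave 33.8%, 17.0%, 7.47%, 0.962% and 50.7%. With 1 added I was 24.5%, with 64 added I was 22.3% and III 5.31%, and without dim probe sets I was 25.5%. Scaling to hybridization controls gave 49.8%, 8.81%, 6.60%, 0.602% and 58.6%, and scaling to poly-A controls 55.1% for I, 1.43% for II, 0.120% for IV and 56.5% for I and II. The 2825 smallest p gave 49.6%, 32.6%, 5.38%, 0.779% and 82.2%, and the 4-fold limit 35.6% for I, 27.5% for II and 63.1% for I and II. Without single arrays I was 23.5% (without 36 HAI replicate 3) to 24.4% (without 0 HAI replicate 1). The median correlation of replicates was 0.962 in log2 and 0.995 on the deposited linear scale. The stage joined first with 36 HAI was 24 HAI, but 48 HAI with all probe sets and without 24 HAI replicate 1, 2 or 3. The largest step ended at 24 HAI, but at 12 HAI with the scaling to poly-A controls.

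Of the lists, 18 calls in place of 37 held with the correlation estimated. Scavenging of reactive oxygen from 0 to 12 HAI passed with quantile normalization (median -0.78), equal array medians (-0.61), 64 added (-0.96) and an intensity trend (-0.96, adjusted p = 0.0145, within 0.0145 to 0.557 over the alternatives), and the median was -1.01 (without 0 HAI replicate 2) to -0.90 (without 0 HAI replicate 1), with a call without 36 HAI replicate 1 or 3. LEA proteins from 36 to 48 HAI did not pass with equal array medians (-0.10), without dim probe sets, with a replicate block or without the dry seed (-0.11 each), with the smaller Expect (-0.072) or with the correlation estimated (-0.11), and the median was -0.16 (without 36 HAI replicate 3) to -0.053 (without 36 HAI replicate 1). That call was also lost without 0 HAI replicate 2 or 3, 12 HAI replicate 1 or 2, 24 HAI replicate 1 or 3, 36 HAI replicate 3 and 48 HAI replicate 1 or 3. Defense proteins from 24 to 36 HAI passed without dim probe sets (0.78), and reactive oxygen from 36 to 48 HAI did not with the correlation estimated (-0.64). The scaling to poly-A controls ended the calls from 0 to 12 HAI of LEA proteins (0.25), small heat shock proteins (0.13) and defense proteins (0.69), and called the inhibitors of the endosperm lower from 0 to 48 HAI (-0.56). It reversed the lists of storage proteins (0.75) and of LEA proteins by wheat gene names (0.44) from 0 to 12 HAI. Of the genes named, CD934753 from 0 to 12 HAI was reversed by the scalings to hybridization (0.52) and poly-A controls (1.45), and the latter reversed CD866884 from 24 to 36 HAI (0.33) and CA719001 from 0 to 12 HAI (0.25).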

Differences from the paper's values

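The alternatives that count signs among the 2825 probe sets with the smallest p, or assign profiles to them, were planned. The match of 13 genes of Table 1 by their stage values was chosen only after the data had been seen. The paper selected its probe sets with p and a false discovery rate from permutations both under 0.05, after an analysis of variance with a random variance model, and adjusted p under 0.05 was used here. For the separate steps and for single genes it states no threshold.

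The paper declares 2825 probe sets that changed, and 29165 passed the F-test, a difference that held under all 25 alternatives chosen beforehand. The paper gives 2286 upregulated and 2461 downregulated genes, and 15032 probe sets were higher and 17645 lower in at least 1 step. In Fig. 2, read by eye, the paper has about 1300 upregulated and about 1300 downregulated genes from 0 to 12 HAI, and 6191 and 7807 were found. From 12 to 24 HAI it has about 1100 and about 1500 in Fig. 2, read by eye, and 8113 and 9063 were found. From 36 to 48 HAI it has about 1300 and about 1400 in Fig. 2, read by eye, and 3264 and 3230 were found. The signs among the 2825 smallest p came within 1.5-fold of the paper for all of these counts except the first, and the limit of 2-fold did so only from 36 to 48 HAI, while the other alternatives chosen beforehand differed. Counting signs splits 2825 probe sets at every step, so counts near the paper's follow largely from its construction. Of the alternatives added later, scaling to hybridization controls gave 1428 lower from 0 to 12 HAI, within 1.5-fold of the paper.

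The paper reports 22 significant profiles, and 34 were found. All alternatives chosen beforehand came within 1.5-fold apart from quantile normalization, leaving out the dim probe sets and leaving out 36 HAI replicate 3. Of those in range, the 2825 smallest p gave 22. The others gave 31 to 33, so they stayed near the 34 found and close to the 1.5-fold limit. Groups I and II hold 87.7% of the genes in the paper and 48.0% here, and of the alternatives chosen beforehand the 2825 smallest p (82.2%) and the limit of 4-fold (63.1%) came within the same range, as did the later scaling to hybridization controls (58.6%). Profile No. 2 holds 239 genes in the paper and 998 here, and profile No. 76 holds 245 and 1064, with the 2825 smallest p in range for both. The later scaling to hybridization controls gave 222 in profile No. 2, which is in range, and 2890 in profile No. 76, which is not. The lowest correlation between replicates is given as above 0.98 in the paper and was 0.930 in log2, while on the deposited linear scale it did not differ and without the dim probe sets it did.

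Of 115 stage values of Table 1, 15 in 9 genes differed by more than 1.5-fold. For the 13 genes matched by their stage values, a difference could come only from a factor per stage, since the match rested on these values. Table 1 equals the deposited stage means times a factor per stage for all of its genes except, with the probe sets used here, CD490513, CK208119, CD453856 and CA649522. At 0 HAI the log2 factor was -0.31 for the first set of genes and -0.64 for the second. The first 7 values below all carry the latter factor, so they are not 7 separate differences. At 0 HAI the paper has 1197.5 for CK201893 (1871 here), 8096.9 for CD490513 (12677 here), 3725.7 for CD452864 (5821 here), 131.1 for CK216168 (211 here), 1894.2 for BJ291458 (2962 here), 2361.7 for BJ282439 (3707 here) and 1018.6 for CD373830 (1594 here). Equal array medians brought these 7 values within range, as did quantile normalization for CD490513, leaving out 0 HAI replicate 3 for CK216168 and CD373830, and leaving out 0 HAI replicate 1 for BJ282439. At 36 HAI the paper has 11 for CD490513 (5.29 here) and 173.6 for CK208119 (277 here), and at 48 HAI 154.8 for CK208119 (396 here), and no alternative came within range. For CA649522 the paper has 1288.8, 2373.7, 5361.1, 7029.1 and 5254.5 at 0, 12, 24, 36 and 48 HAI, and 3325, 4823, 9384, 10837 and 9181 were found, with only 36 HAI without its replicate 1 in range. The values for CK208119 and CA649522 are from the probe set matched here, and another probe set of the same sequence cluster met Table 1 within 0.000320 and 5.54e-05 in log2 at every stage once the factors were applied. The folds of the paper for the PPFK gene (7) and the PK genes (14 and 15) from 0 to 12 HAI did not differ from 5.61, 11.4 and 12.2 by more than 1.5-fold. Their probe sets were found by the stage values of Table 1, so this nearness was fixed by the match and is no separate check.

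Some directions differed, with the threshold of 0.05 for adjusted p used here for each step and none stated in the paper for a single step. The paper has PDC higher at 12 HAI, and CD934753 did not pass, with a log2 change of -0.15, while ADH did rise (8.07). The log2 factors of Table 1 for this gene, -0.31 at 0 HAI and -0.0060 at 12 HAI, differ by more than that change, and scaling to hybridization and poly-A controls turned it to 0.52 and 1.45. It has the WUSCHEL and CLAVATA1 homologs lower at 36 than at 24 HAI, and neither step passed (-0.20 and -0.22), though both means were lower. The paper has the UGPase gene CD491538 lower at 12 HAI, and that step did not pass (-0.63), though the mean was lower. For transcription factors of the ERF, bZIP, WRKY and MYB families the paper has rises in early germination. Of the 4 genes with a value here, all bZIP or MYB, 2 rose at 12 HAI while CA608693 fell (-2.87). No WRKY or ERF gene was measured under a name. The sucrose synthase M26672.1 did not pass at any step. The legend of Figure 3 has profile No. 2 rising and No. 76 falling, and with the profile numbers used here the probe sets of No. 2 fell and those of No. 76 rose. The text places the maximum of the amylases at 37 HAI, which was not sampled, and the highest means were at 36 HAI.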

Other observations

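The lists of wheat gene names described here were chosen only after the probe table had been seen, and the test of another probe set for the pairs of Table S7 was written beforehand.

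Core histone genes rose between 12 and 24 HAI, and 4 of 6 tubulin genes did. LOC732712 (H2A-2), for a core histone, rose from 160.1 ± 19.4 (SD, n = 3) to 2253 ± 162 (log2 change 3.69, standard error 0.14, adjusted p = 2.44e-09), and LOC732713 (H2A-3) rose from 324 ± 67.3 in the dry seed to 1133 ± 138 at 12 HAI (log2 change 1.77, standard error 0.15, adjusted p = 3.23e-06). All 5 core histone genes rose from 0 to 12 HAI and from 12 to 24 HAI, also when adjusted over the list alone, and the set rose in both steps (medians 1.22 and 3.12, camera adjusted p = 4.77e-06 and 3.71e-08). Of the 6 tubulin genes, whose products form microtubules, 4 rose and 0 fell from 12 to 24 HAI, or 5 when adjusted over the list alone, with log2 change 1.82, standard error 0.11, adjusted p = 1.21e-07 for LOC543261 (Tubb5). The tubulin set rose (median 0.97, adjusted p = 9.84e-05), but not with the correlation estimated (adjusted p = 0.0874).

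Storage protein genes fell, while the inhibitor genes of the endosperm gave no clear result. LOC543214, for a gamma-gliadin, went from 1664 ± 419.8 (SD, n = 3) in the dry seed to 4.68 ± 1.26 at 48 HAI (log2 change -6.31, standard error 0.23, adjusted p = 5.33e-10), and LOC780582, for an avenin-like protein, fell from 144 ± 9.14 at 12 HAI to 12.2 ± 3.14 at 24 HAI (log2 change -2.51, standard error 0.38, adjusted p = 0.000226). Of 8 storage protein genes, 7 fell and 0 rose from 12 to 24 HAI and from 0 to 48 HAI, also when adjusted over the list alone (medians -2.31 and -4.18, camera adjusted p = 1.25e-05 and 4.87e-06). From 0 to 12 HAI 3 fell, or 4 when adjusted over the list alone, and the set fell (median -0.56, adjusted p = 0.043), but not with the correlation estimated (adjusted p = 0.0971), and the median turned to 0.75 with the arrays scaled to their poly-A controls. LOC542985 (serpin Z1C), for a protease inhibitor, fell from 784 ± 128 to 29.1 ± 22.1 (log2 change -4.28, standard error 0.35, adjusted p = 6.79e-07). The 3 serpin genes of the list of endosperm inhibitors fixed beforehand did not pass as a set from 0 to 48 HAI (median -1.48, adjusted p = 0.198), with 1 fall, also when adjusted over the list alone. The 7 inhibitor genes by wheat name fell as a set over the same time (median -1.87, adjusted p = 0.0112), but not with the correlation estimated (adjusted p = 0.0549). For the other lists of wheat names the values from 0 to 48 HAI were a median of -2.63 for 5 LEA genes (adjusted p = 0.000182), -1.68 for 5 defense genes (0.188) and -0.41 for 4 genes of reactive oxygen (0.901), where the mean was -0.15 and the set test pointed upward.

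Of the 287 pairs of Table S7, 31 differed from the listed correlation by more than 0.005 over the 15 arrays on the deposited linear scale, a setting chosen after the data were seen. Another probe set of the same sequence clusters met the listed value for 100% of these, which is in line with the hypothesis that the authors used another probe set of the cluster. For CK208119, CD453856 and CA649522, another probe set of the cluster also lay within 0.000659 in log2 of the stage values of Table 1 once the factors per stage between Table 1 and the deposited values were applied.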
